# Establishment of intestinal organoid cultures modeling injury-associated epithelial regeneration

**DOI:** 10.1038/s41422-020-00453-x

**Published:** 2021-01-08

**Authors:** Molong Qu, Liang Xiong, Yulin Lyu, Xiannian Zhang, Jie Shen, Jingyang Guan, Peiyuan Chai, Zhongqing Lin, Boyao Nie, Cheng Li, Jun Xu, Hongkui Deng

**Keywords:** Intestinal stem cells, Regeneration

## Abstract

The capacity of 3D organoids to mimic physiological tissue organization and functionality has provided an invaluable tool to model development and disease in vitro. However, conventional organoid cultures primarily represent the homeostasis of self-organizing stem cells and their derivatives. Here, we established a novel intestinal organoid culture system composed of 8 components, mainly including VPA, EPZ6438, LDN193189, and R-Spondin 1 conditioned medium, which mimics the gut epithelium regeneration that produces hyperplastic crypts following injury; therefore, these organoids were designated hyperplastic intestinal organoids (Hyper-organoids). Single-cell RNA sequencing identified different regenerative stem cell populations in our Hyper-organoids that shared molecular features with in vivo injury-responsive Lgr5^+^ stem cells or Clu^+^ revival stem cells. Further analysis revealed that VPA and EPZ6438 were indispensable for epigenome reprogramming and regeneration in Hyper-organoids, which functioned through epigenetically regulating YAP signaling. Furthermore, VPA and EPZ6438 synergistically promoted regenerative response in gut upon damage in vivo. In summary, our results demonstrated a new in vitro organoid model to study epithelial regeneration, highlighting the importance of epigenetic reprogramming that pioneers tissue repair.

## Introduction

The derivation of organoids from intestinal tissues revealed a new way to mimic the complex organization and functionality of tissues in vivo.^1^ Remarkably, organoids have been established from multiple adult tissues, such as gut, brain, kidney, lung, and retina, as well as pluripotent stem cells.^2–5^ Because organoids reflect key structural and functional properties of organs, they have been widely used in disease modeling, drug screening, and host–microbe interaction studies.^2,3,6–8^ As a result, organoid technology has become a powerful tool for studying development and diseases in vitro.

One major feature of organoid cultures is the presence of both stem cells and differentiated lineages, which can self-organize into multicellular 3D structures that mimic key histological and functional aspects of the in vivo tissues.^2,8,9^ However, conventional organoid cultures primarily represent homeostasis of stem cells and their derivatives.^1,10–12^ Upon injury in vivo, homeostatic stem cells are generally not sufficient to compensate for the significant loss of tissues.^13–15^ Instead, in tissues with regenerative capacity, such as the skin and gastrointestinal tract, damage generally elicits a regenerative response, especially activation of quiescent reserve stem cells.^16–18^ Increasing evidence indicates that distinct biological programs govern the homeostatic process and injury-associated regeneration, which ensure unnecessary production of stem-progenitors in homeostasis, while maintaining the capacity for highly efficient damage-associated regeneration.^14,15,19^ Modeling the regeneration process in vitro requires cultivation of regenerative tissue with injury-responsive stem cells. Although activation of regeneration is observed during the early stages of organoid formation from single stem cells, this regeneration process is transient which cannot persist during the growth of organoids.^20^

In the gut, for example, regeneration of damaged intestinal epithelium differs significantly in cellular composition and stem cell function from normal intestinal epithelial homeostasis.^15,21–24^ Homeostasis of the intestinal epithelium primarily relies on active cycling of Lgr5^+^ crypt-base columnar cells (CBCs), which give rise to all the major intestinal epithelial cell types.^25,26^ However, upon intestinal injury, the number of Lgr5^+^ CBCs decreases rapidly and dramatically in the gut epithelium, whereas slow cycling reserve intestinal stem cells resistant to DNA damage are activated to repair the injured tissue.^16–18,27–29^ For instance, in a mouse model after irradiation, slow cycling Clu^+^ revival stem cells (revSCs) are activated upon injury and can expand to reconstitute most cell lineages including Lgr5^+^ stem cells to support tissue regeneration.^23^ However, these regenerative responses, particularly the injury-responsive population, have not been captured properly in current intestinal organoid culture, which cannot faithfully mimic the regenerative gut epithelium upon tissue injury in vivo.

Here, we established a culture condition for generating and culturing intestinal organoids with injury-associated regenerative features in vitro. Compared to conventional intestinal organoids, these new organoids showed profound complex crypt–villus structures and significant enrichment of injury-associated regenerative signatures such as fetal-like markers, known as hyperplastic intestinal organoids. Importantly, hyperplastic intestinal organoids significantly enriched injury-responsive stem cell populations similar to those that emerge in vivo upon damage. In this condition, we found that a combination of small-molecule epigenetic modulators VPA and EPZ6438 was critical for regulating hyperplastic features of intestinal organoids, and also promoted regeneration of the gut epithelium upon damage in vivo.

## Results

### Establishment of novel organoid cultures with regenerative features

To develop a novel organoid system recapitulating the process of intestinal epithelial regeneration after injury, we focused on identifying factors that support long-term expansion of intestinal organoids expressing an injury-associated regenerative signature. *Clu*, a specific marker of revival stem cells for intestinal regeneration upon damage to intestinal stem cells,^23^ as well as regenerative markers specifically expressed in the injury-associated repairing epithelium,^21–24^ including *Sca1*, *Anxa1* and *Reg3b*, were used as major markers for screening. A panel of cytokines and small molecules targeting signaling and epigenetic pathways that govern stem cell expansion were screened. More than 30 primary hits were found to increase the expression levels of screening markers. Next, different combinations of these candidates were tested to explore their potential to further increase the expression of these markers (Supplementary information, Fig. S1a). To this end, a new culturing condition including 8 components (8C; LDN193189, GSK-3 Inhibitor XV, Pexmetinib, VPA, EPZ6438, EGF, R-Spondin 1 conditioned medium, and bFGF) was found to effectively upregulate the expression of these markers in intestinal organoid cultures (Fig. 1a). Notably, organoids cultured in the 8C condition grew faster than conventional intestinal organoids cultured in the presence of EGF, Noggin and R-Spondin 1 (collectively, the ENR condition^1^) and more robust expansion of Lgr5-GFP^+^ cells was also observed (Supplementary information, Fig. S1b–d). Freshly isolated Lgr5-GFP^+^ cells had a higher organoid-forming efficiency than Lgr5-GFP^–^ cells under the 8C condition (Supplementary information, Fig. S1e–g). Organoids cultured in the 8C condition showed the presence of multiple differentiated intestinal lineages, including goblet (*Muc2*), enteroendocrine (*Chga*), and Paneth (*Lyz1*) cells (Supplementary information, Fig. S1h, i). In addition, organoids cultured in the 8C condition also showed genome stability after more than 20 passages (Supplementary information, Fig. S1j).

**Fig. 1:**
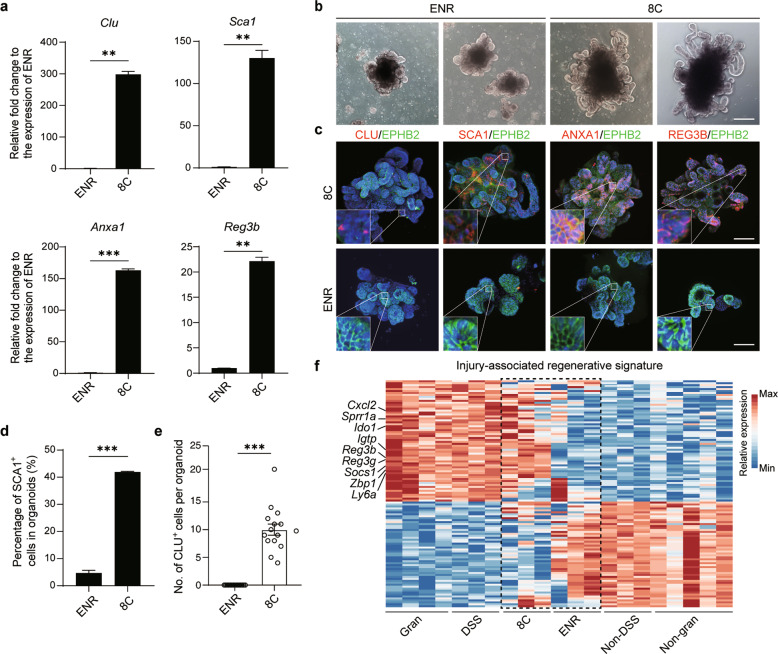
Establishment of intestinal organoid cultures enriched for an injury-associated regenerative signature. **a** qPCR analyses of *Clu* and regenerative gene expression in organoids cultured under the indicated conditions (*n* = 2 wells). *P* values were determined by two-sided unpaired *t*-test. **b** Typical morphology of intestinal organoids cultured under the indicated conditions. **c** Immunofluorescence staining of CLU and regenerative markers in organoids cultured under the indicated conditions. **d** FACS analysis of SCA1^+^ cells in organoids cultured under the indicated conditions (*n* = 3 mice). *P* values were determined by two-sided unpaired *t*-test. **e** Quantification of CLU^+^ cells in each organoid cultured under the indicated conditions (*n* = 15 organoids from three mice). *P* values were determined by two-sided unpaired *t*-test. **f** Heatmap displaying the expression of an injury-associated regenerative signature in different organoids and primary crypts from different intestinal injury models (*n* = 3 mice). The gene expression profile of organoids cultured in the ENR and 8C conditions was plotted. Representative genes are shown on the left. Gran and Non-gran indicate crypts overlying and adjacent to granulomas, respectively. DSS and Non-DSS indicate crypts from repairing epithelium in DSS-associated colitis, and normal epithelium without DSS treatment, respectively. **P < 0.01; ***P < 0.001. Scale bars, 100 μm. The experiments in **a**–**c** were independently repeated at least three times with similar results.

Next, we analyzed the regenerative features of organoids in our new culturing medium. Importantly, compared with organoids cultured in the ENR condition, the 8C condition significantly promoted the elongation of budding domains with a larger organoid size and more complex crypt–villus structures, which were morphologically similar to those of the hyperplastic crypts of injury-associated repairing epithelium^21,22,24^ (Fig. 1b; Supplementary information, Fig. S1c). Furthermore, immunofluorescence and flow cytometry analysis showed that key regeneration-associated markers, including SCA1, ANXA1, REG3b, and CLU, were highly expressed in the 8C condition in comparison with the ENR condition (Fig. 1c–e; Supplementary information, Fig. S1k). To functionally examine the regenerative capacity of organoids cultured in the 8C condition, we used an in vitro irradiation model,^30^ and found that transfer of irradiated ENR-cultured organoids into the 8C condition can maintain the growth of organoids without significantly altering the expression of intestinal lineage markers, in contrast to a rapid collapse of ENR-cultured organoids after irradiation (Supplementary information, Fig. S2a–c). These data suggest that organoids cultured in the 8C condition may acquire the regenerative features of in vivo injury-associated hyperplastic intestinal epithelium.

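RNA from organoids in the 8C condition and the ENR condition was sequenced in bulk, with 7 replicates of each. The 8C medium held 500 µM VPA (an inhibitor of histone deacetylases), 2 µM EPZ6438 (an inhibitor of the histone methyltransferase EZH2), 0.2 µM LDN193189, 0.1 µM GSK3iXV, 1 µM Pexmetinib, 50 ng/mL EGF, 20 ng/mL bFGF and 10% R-Spondin 1 conditioned medium. The ENR medium held 50 ng/mL EGF, 100 ng/mL noggin and 500 ng/mL R-Spondin 1. The authors trimmed the reads, mapped them to the mouse genome mm10 with STAR and counted them on genes with featureCounts, and they deposited values in TPM, in which each count is divided by the length of its transcript and each library is scaled to a fixed sum. The paper's text does not name how the counts were turned into TPM. The table lists 29579 genes. TPM keeps no record of the number of reads, so the depth of each library is unknown. Expression was compared with limma on log2(TPM + 1) for genes with a mean of at least 1 TPM over the compared libraries. Adding 1 TPM draws the fold change of a weakly expressed gene toward 0. A gene was called differentially expressed at an adjusted p under 0.05 (Benjamini-Hochberg) and a change of at least 2-fold on this scale.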

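Of 12665 genes tested, 1928 were differentially expressed between the 8C condition and the ENR condition, 1509 of them higher and 419 lower in the 8C condition. At an unadjusted p under 0.05, 5442 genes differed. The replicates of the conditions did not overlap for 1472 of the called genes, where chance would give 0.0583% of genes. The choice that moved the count most was the minimum fold change, without which 4440 genes were called. With quantile normalization, 1109 genes were higher and 609 lower, so that the share of called genes that were higher was 64.6% instead of 78.3%. Libraries of the same replicate number resembled each other across the conditions, with a mean correlation across genes of 0.254 after centring each condition, and a fit with the replicate number as a replicate block again called 1928 genes. Among called genes whose replicates did not overlap, predicted genes aside, the largest rises were those of Bex4, Ldhb, Itm2a, Bex1 and Arxes2, with log2 fold changes between 5.91 and 8.43. Bex4 lies on chromosome X of mm10 from 136138996 to 136140443 and was expressed at 445 ± 128 TPM (SD, n = 7) in the 8C condition and 0.276 ± 0.402 TPM (SD, n = 7) in the ENR condition (standard error of the log2 fold change 0.22, limma with Benjamini-Hochberg adjustment, adjusted p = 3.4e-13). The largest falls were those of Defa21, Olfm4, Defa22, Cfhr2 and Defa2, with log2 fold changes between -6.85 and -6.13. Olfm4, a marker of intestinal stem cells, was expressed at 24.2 ± 13.2 TPM (SD, n = 7) in the 8C condition and 2500.5 ± 434 TPM (SD, n = 7) in the ENR condition. The Defa genes are a family of similar defensins whose reads the counting could have shared out, so the value of a single member is uncertain.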

To further explore the regenerative features of organoids from the 8C condition at the transcriptome level, we performed RNA sequencing (RNA-seq) analysis to examine the expression of regeneration-associated genes. 

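The published lists of YAP target genes and fetal genes were not analysed here, and YAP target genes were followed through the 10 that the paper names in Fig. 4g and Fig. 5d. Of these, 8 have a row in the deposited table, namely Tead1, Amotl2, Ajuba (Jub), Il33, Anxa6, Areg, Anxa1 and Ereg, while Ctgf and Cyr61 are listed under neither these names nor Ccn2 and Ccn1. Their mean log2(TPM + 1) was 4.38 ± 0.754 (SD, n = 7) in the 8C condition and 2.73 ± 0.517 (SD, n = 7) in the ENR condition, a difference of 1.65 (two-sided exact permutation test, p = 0.0023). A pseudocount of 0.1 in place of 1 moved this difference most, to 2.05. Within replicate numbers 1 to 3 the difference was 1.28, and within numbers 4 to 6 it was 2.02, each at p = 0.1 (exact permutation test), the smallest that 3 replicates against 3 allow. With the replicate number as a replicate block, p was 0.0156, the smallest that an exact permutation test on 7 pairs allows. By gene, 7 of the 8 were higher in the 8C condition and 4 were called differentially expressed, both over all genes tested and when adjusted over the 8 genes alone. The called genes were Anxa1, Anxa6, Il33 and Ajuba. Anxa6 lies on chromosome 11 from 54979108 to 55033445, and it was expressed at 95.5 ± 21.5 TPM (SD, n = 7) in the 8C condition and 7.81 ± 1.35 TPM (SD, n = 7) in the ENR condition, a log2 fold change of 3.44 (standard error 0.15, limma with Benjamini-Hochberg adjustment, adjusted p = 7.6e-11). The log2 fold changes of Tead1 (0.60), Areg (1.17), Ereg (0.92) and Amotl2 (-0.28) did not pass the threshold. That of Areg was -0.0067 within replicate numbers 1 to 3 and 2.51 within numbers 4 to 6 (limma, adjusted p = 1.4e-04), and with all 10 groups in the fit Areg was called at 1.17 (limma, adjusted p = 0.0347).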

Gene set enrichment analysis (GSEA) showed that reported regeneration-associated genes, including those involved in YAP signaling and a fetal intestinal signature, were significantly enriched in the 8C condition in comparison with the ENR condition (Supplementary information, Fig. S3a). In addition, a previously reported colitis-associated regenerative epithelial signature^22^ was also highly enriched in the 8C condition (Supplementary information, Fig. S3a). To further verify the hyperplastic signature of organoids, we defined a comprehensive injury-associated regenerative signature underlying regeneration of the repairing epithelium after injury induced by irradiation,^23^ parasitic helminth infection^21^ and dextran sulfate sodium (DSS) treatment^24^ (Supplementary information, Table S1). 

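The table lists 63 genes upregulated and 54 genes downregulated in repairing epithelium. All 63 upregulated genes and 53 of the downregulated genes were found in the deposited expression table, 4 of them after a printed name was corrected to the symbol of the gene. For each library, a signature score was calculated as the mean log2(TPM + 1) of the upregulated genes minus that of the downregulated genes. The score is negative where the downregulated genes are the more strongly expressed, and its differences between conditions carry the comparison. Exact permutation tests of the score were two-sided, and their p was adjusted over the 9 comparisons of organoid conditions by the Benjamini-Hochberg method. In the comparison of the 8C condition with the ENR condition, 57 of the upregulated and 52 of the downregulated genes reached the minimum mean TPM for tests of single genes.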

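The signature score was -1.56 ± 0.276 (SD, n = 7) in the 8C condition and -3.35 ± 0.368 (SD, n = 7) in the ENR condition, a difference of 1.79 on the log2 scale (exact permutation test, p = 5.8e-04, the smallest that 7 replicates against 7 allow, adjusted p = 0.00175). Every 8C replicate scored higher than every ENR replicate. The alternative that moved the difference most, scoring each gene in units of its standard deviation, gave 2.03 in those units. In separate sets of libraries, the difference was 1.87 for replicate numbers 1 to 3 and 1.80 for numbers 4 to 6. Paired by replicate number, the exact permutation p was 0.0156. Among the upregulated genes of the signature that were tested, 40 of 57 were higher in the 8C condition, with 16 called higher and 2 called lower. Among the downregulated genes, 43 of 52 were lower in the 8C condition, with 24 called lower and 1 called higher, and the counts were the same when adjusted over each list alone. Preranked gene set enrichment analysis with fgsea, on limma's statistic and adjusted over both lists, gave a normalized enrichment score of 1.41 for the upregulated genes (adjusted p = 0.0304) and -2.92 for the downregulated genes (adjusted p = 6.1e-13). With camera, a test that allows for correlation between genes, p was 0.0121 and 4.0e-14 at a preset correlation of 0.01. With the correlation estimated from the data, p was 0.438 for the upregulated genes and 0.0309 for the downregulated genes. Of 64 splits of these libraries that exchange same-numbered replicates, 35 gave the upregulated genes and 19 gave the downregulated genes a normalized enrichment score as large, the actual split included. Splits that exchange few or most of the pairs keep much of the actual ranking or its reverse, so these counts do not decide whether the enrichment belongs to the conditions. Of the 9 genes labelled in Fig. 1f, Cxcl2, Ido1 and Zbp1 fell below the minimum mean TPM. The other 6 were higher in the 8C condition, and Ly6a, Reg3g, Reg3b and Igtp were called, with log2 fold changes of 5.02, 4.97, 3.56 and 1.11. The value of Reg3b depended on the library set, at 0.90 within replicate numbers 1 to 3, under the minimum of 2-fold, and 5.09 within numbers 4 to 6. The call of Igtp did not hold with quantile normalization, which gave 0.65 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.246). It was also lost with scaling to the 75th percentile of each library (limma, adjusted p = 0.0512) and with no minimum mean TPM (0.0527). Removal of the trend with transcript length gave 0.95 (limma, adjusted p = 0.0687). Socs1 rose by 0.97, just under the minimum of 2-fold, and Sprr1a rose by 0.83 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.089). With a replicate block the adjusted p of Sprr1a was 0.0077 (limma), at a change still under 2-fold. Ly6a and the Reg3 genes have close relatives in the genome, so their values carry the same limit as those of the Defa genes. From the enrichment in Fig. 1f, the paper concludes that organoids in the 8C condition resemble hyperplastic crypts after damage.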

Importantly, the 8C condition was associated with significant enrichment of the injury-associated regenerative signature, which resembled the phenotype of hyperplastic crypts upon damage in vivo (Fig. 1f; Supplementary information, Fig. S3b). Consistent with this result, correlation and dimension reduction analysis of the expression of injury-associated regenerative signature genes revealed that organoids cultured in the 8C condition resembled hyperplastic crypts from injury-associated repairing epithelium in different injury models more closely than those cultured in the ENR condition (Supplementary information, Fig. S3c, d). Collectively, these results indicate that organoids cultured in the 8C condition have a hyperplastic phenotype mimicking that of hyperplastic crypts upon damage in vivo.^21,24,31^ Therefore, we designated these organoids as hyperplastic intestinal organoids (Hyper-organoids).

### scRNA-seq analysis of hyper-organoids revealed their unique lineage composition

Next, we analyzed the lineage composition of Hyper-organoids using single-cell RNA-seq (scRNA-seq), with organoids cultured in the ENR condition used as controls. Unsupervised clustering of the merged datasets across different organoids revealed 17 distinct epithelial clusters (Fig. 2a, b; Supplementary information, Fig. S4a). In comparison with ENR-organoids, Hyper-organoids showed significant reductions in the abundance of Paneth cells (PCs) and enterocytes, as well as a slight increase in the number of enteroendocrine cells, similar to injury-associated lineage dynamics observed in vivo^21,22^ (Fig. 2c; Supplementary information, Fig. S4b).

**Fig. 2:**
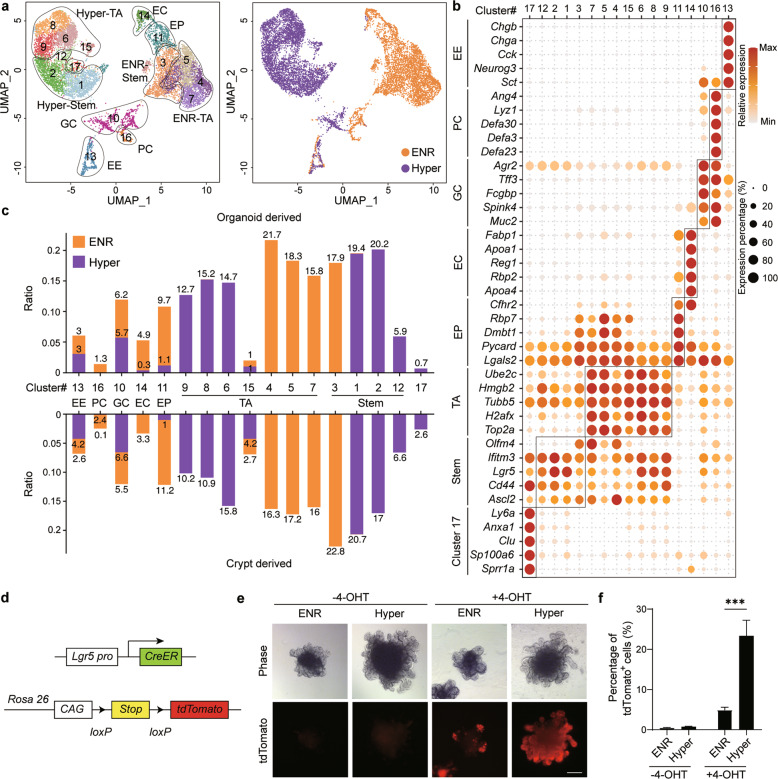
The lineage composition of hyperplastic intestinal organoids resembles that of primary crypts upon damage in vivo. **a** UMAP visualizations of scRNA-seq data from Hyper- and ENR-organoids. Left, colors indicate the unsupervised clusters. Right, colors indicate different organoids: ENR-organoids (orange dots) and Hyper-organoids (purple dots). **b** Expression of cell type-specific markers that identify distinct cell types. EE enteroendocrine, PC Paneth cell, GC goblet cell, EC enterocyte, EP enterocyte progenitor, TA transit amplifying. **c** Stacked histograms showing the proportions of the included cell types in Hyper-organoids derived from either ENR-organoids (up) or primary crypts (down). Hyper-organoids derived from ENR-organoids had a lineage composition similar to those derived from primary crypts. **d** Schematic diagram of the genetic lineage tracing strategy used to trace endogenous Lgr5 activation. **e** Representative images of ENR- and Hyper-organoids (with or without 4-OHT induction) using the lineage tracing system. Scale bars, 100 μm. **f** FACS analysis of tdTomato^+^ cells in ENR- and Hyper-organoids (with or without 4-OHT induction) (*n* = 3 wells). *P* values were determined using one-way ANOVA. ***P < 0.001. Experiments in **e** and **f** were independently repeated at least twice with similar results.

Using reported intestinal stem cell markers, clusters 1, 2, and 12 from the Hyper-organoids, as well as cluster 3 from the ENR-organoids, were identified as Lgr5^+^ intestinal stem cells (Fig. 2a–c; Supplementary information, Fig. S4a). Notably, despite shared expression of intestinal stem cell markers (*Lgr5*, *Cd44*, and *Ascl2*), there was a clear separation of the Lgr5^+^ stem cell populations as well as transit amplifying (TA) cells between Hyper-organoids and ENR-organoids (Fig. 2a; Supplementary information, Fig. S4c). To determine the differences of Lgr5^+^ stem cells between Hyper- and ENR-organoids, we integrated the sequencing data of Lgr5^+^ stem cells from different types of organoids as well as homeostatic and injury-associated intestinal epithelium^21,23^ (Supplementary information, Fig. S5a). We found that there were Lgr5-high and Lgr5-low subsets in ENR-organoids, while Lgr5-low subset rarely appeared in Hyper-organoids (Supplementary information, Fig. S5e). Although Lgr5^+^ population in the Hyper-organoids showed closer transcriptomic relationship with Lgr5-low subset from the ENR-organoids when compared to Lgr5-high subset in the ENR-organoids, the global transcriptomic features of Lgr5^+^ cells in the Hyper-organoids are distinct from that in the ENR-organoids (Supplementary information, Fig. S5f, g). Interestingly, we found that the global gene profiles of Lgr5^+^ stem cells in Hyper-organoids resembled that of Lgr5^+^ stem cells from injury-associated repairing intestinal epithelium (termed as injury-responsive Lgr5^+^ stem cells), and were significantly different from that of Lgr5^+^ stem cells in homeostatic epithelium and ENR-organoids (termed as homeostatic Lgr5^+^ stem cells) (Supplementary information, Fig. S5a–c). Differential gene analysis further showed that injury-responsive Lgr5^+^ stem cells enriched several key regenerative genes, such as *Reg3b*, *Reg3g*, and *Sca1,*^24^ and downregulated the expression of stem cell marker *Olfm4*, which was mainly expressed under homeostatic conditions^32^ (Supplementary information, Fig. S5c, d).

In addition to injury-responsive Lgr5^+^ stem cells, we also found that cluster 17, which contained representative marker genes (*Clu, Anxa1* and *Sca1*) of revival stem cells in an irradiation model,^23^ was uniquely presented in Hyper-organoids (Fig. 2b; Supplementary information, Fig. S4d–f). Notably, the transcriptomic profiles of cluster 17 resembled that of revival stem cells (referred to as SSC2c in in vivo irradiation model^23^) from irradiated crypts (Supplementary information, Fig. S4e). Furthermore, cluster 17 was also enriched in fetal gene signatures, which represent the primitive molecular features of injury-responsive stem cells in vivo (Supplementary information, Fig. S4e, g).^22,23^ Taken together, Hyper-organoids contain Lgr5^+^ and Clu^+^ stem cell populations that resemble the injury responsive stem cells from the gut epithelium upon damage in vivo.

To further investigate the functionality of Lgr5^+^ regenerative stem cells in Hyper-organoids, we first purified Lgr5-GFP^+^ cells from organoids by FACS sorting and tested their self-renewal abilities at the single-cell level. We found that Lgr5^+^ cells from Hyper-organoids had a significantly higher organoid-forming efficiency than those from ENR-organoids (Supplementary information, Fig. S6a). We further traced the progenies of Lgr5-GFP^+^ cells by labeling them with tdTomato expression using a tamoxifen-induced CreERT2 system (Fig. 2d), which showed that progenies of Lgr5^+^ stem cells in Hyper-organoids accounted for more than 20% the total cell population after tamoxifen treatment (Fig. 2e, f; Supplementary information, Fig. S6b). Moreover, the expression of differentiated intestinal markers and regenerative markers co-expressed with tdTomato was also observed (Supplementary information, Fig. S6c, d), suggesting that Lgr5^+^ cells give rise to other progenies in the Hyper-organoids. Directed differentiation of hyper-organoids by modulating the Wnt and Notch signaling pathways significantly increased the expression of differentiated marker genes for different intestinal lineages, including PCs, enterocytes, enteroendocrine cells, and goblet cells (GCs) (Supplementary information, Fig. S6e). Notably, in an in vitro irradiation model, progenies of injury-responsive Lgr5^+^ stem cells showed significant enhanced survival ability whereas those of homeostatic Lgr5^+^ stem cells died completely (Supplementary information, Fig. S2d, e). Collectively, these data suggested that Hyper-organoids contained functional Lgr5^+^ regenerative stem cells.

### VPA and EPZ6438 were critical for regulating hyperplastic features of intestinal organoids

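Bulk RNA-seq covered organoids from 7 versions of the 8C medium that each lacked 1 component or both VPA and EPZ6438. There were 7 replicates each without EPZ6438 and without both compounds, 6 without VPA, and 3 each without GSK3iXV, Pexmetinib, bFGF or EGF. Each condition was compared with the 7 replicates of the 8C condition as above. Removal of VPA changed 661 genes (141 higher and 520 lower), and removal of EPZ6438 changed 532 (29 higher and 503 lower). Fewer genes were called after removal of Pexmetinib (62), EGF (58), bFGF (1) and GSK3iXV (0, with 836 genes at an unadjusted p under 0.05). The latter counts depend on the 8C replicates taken for comparison. Against 8C replicates 1 to 3 alone, 797 genes were called without Pexmetinib, 453 without EGF, 705 without bFGF and 904 without GSK3iXV. Against 8C replicates 4 to 6 alone, the counts were 105, 341, 1 and 7. The 8C libraries themselves differed between replicate numbers 1 to 3 and 4 to 6 in 715 genes. The sex-linked genes of the 12 libraries with 3 replicates per condition matched those of the 8C library of the same number in 8 cases and those of the 8C library whose number is higher by 3 in 12 cases. With the replicate number as a replicate block, 701 genes were called without VPA, where same-numbered libraries correlated at 0.419, and 596 without EPZ6438, where they correlated at 0.467. The same block gave 524 genes without Pexmetinib (correlation -0.0404), 93 without EGF (-0.185), 576 without bFGF (-0.0781) and 732 without GSK3iXV (-0.145). Correlations with the 8C library whose number is higher by 3 were 0.210, 0.0902, 0.231 and 0.237 in the same order, and a replicate block on this pairing, chosen after seeing the data, gave 203, 376, 1 and 89 genes.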

To mechanistically explore the acquirement of regenerative features in Hyper-organoids, we first analyzed the effect of removing individual factors from the 8C condition. Removal of LDN193189 and R-Spondin 1 conditioned medium resulted in growth retardation of organoids. EGF and GSK3iXV were necessary for the continuous passage of organoids, and the addition of bFGF was beneficial for organoid growth (data not shown). Notably, we also found that GSK3iXV, Pexmetinib, VPA, and EPZ6438 were required to maintain the expression of regenerative markers after passaging (Supplementary information, Fig. S7a). 

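The injury-associated regenerative signature score fell by 0.93 on the log2 scale after removal of both VPA and EPZ6438, to -2.49 ± 0.280 (SD, n = 7), with every replicate below every 8C replicate (exact permutation test, n = 7 against 7, p = 5.8e-04, adjusted p = 0.00175). It fell by 0.67 after removal of VPA alone (n = 6, exact permutation test, p = 0.00117, adjusted p = 0.00262) and by 0.61 after removal of EPZ6438 alone (n = 7, exact permutation test, p = 5.8e-04, adjusted p = 0.00175). Removal of GSK3iXV lowered the score by less, to -1.93 ± 0.0668 (SD, n = 3), a difference of -0.37 that did not pass the threshold (exact permutation test, p = 0.075, adjusted p = 0.135). Against 8C replicates 1 to 3 alone this difference was -0.15, and against 8C replicates 4 to 6 alone it was -0.42, with no overlap between replicates (exact permutation test, n = 3 against 3, p = 0.1, the smallest possible). The score without Pexmetinib differed from that of the 8C condition by -0.062, the score without bFGF by 0.076 and the score without EGF by 0.0087, each less than the SD of the 8C replicates. With 8C replicates 1 to 3 alone, these differences were 0.15, 0.29 and 0.22, and that without bFGF was above this SD of 0.276. With 8C replicates 4 to 6 alone, they were -0.12, 0.020 and -0.047. Libraries without both compounds were also compared directly with those without another component. They scored lower by -0.56 than libraries without GSK3iXV (exact permutation test, n = 7 against 3, p = 0.0167) and lower by -0.86 than libraries without Pexmetinib (exact permutation test, n = 7 against 3, p = 0.00833, the smallest possible). Within replicate numbers 1 to 3 the fall after removal of both compounds was -0.57, and within numbers 4 to 6 it was -1.26. From Fig. 3a, the paper proposes that VPA and EPZ6438 could be the main drivers of the regenerative features.

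**Figure D1:**
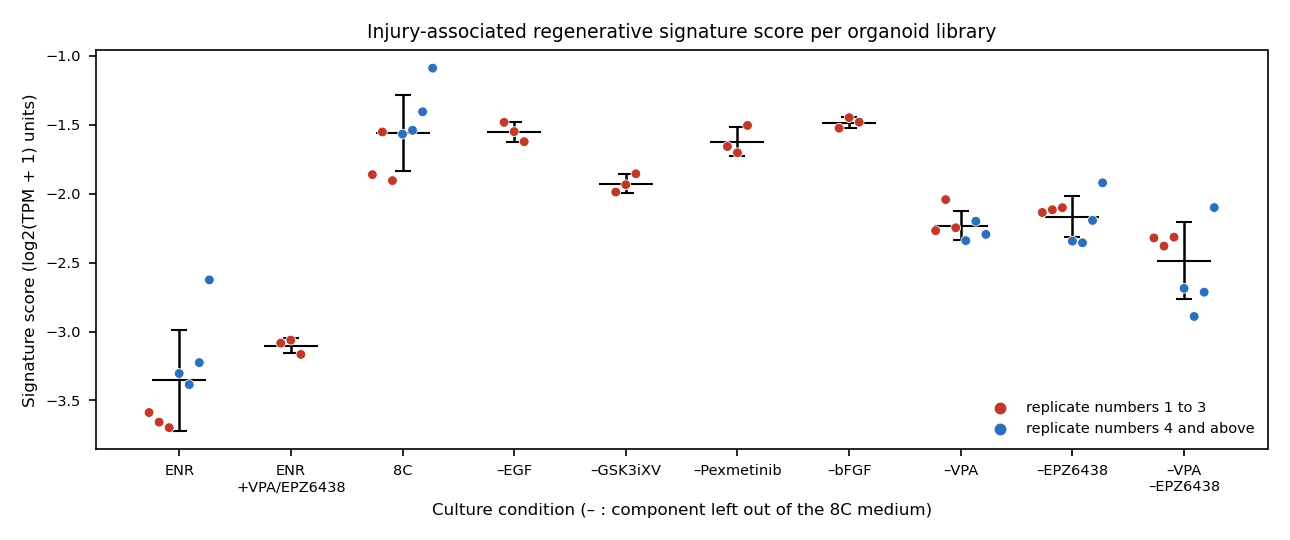
Signature score of each organoid library, in log2(TPM + 1) units, by culture condition. Points are libraries, coloured by replicate number, and bars give the mean and SD. Libraries without both VPA and EPZ6438 sit between -2.89 and -2.10, below all 7 8C libraries, which sit between -1.91 and -1.09.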

Importantly, simultaneous removal of VPA and EPZ6438 led to rapidly and significantly decreased injury-associated regenerative signatures in the organoid within 7 days, whereas omission of GSK3iXV or Pexmetinib did not have this effect (Fig. 3a). Accordingly, VPA and EPZ6438 could be the major drivers of regenerative features in the Hyper-organoids.

**Fig. 3:**
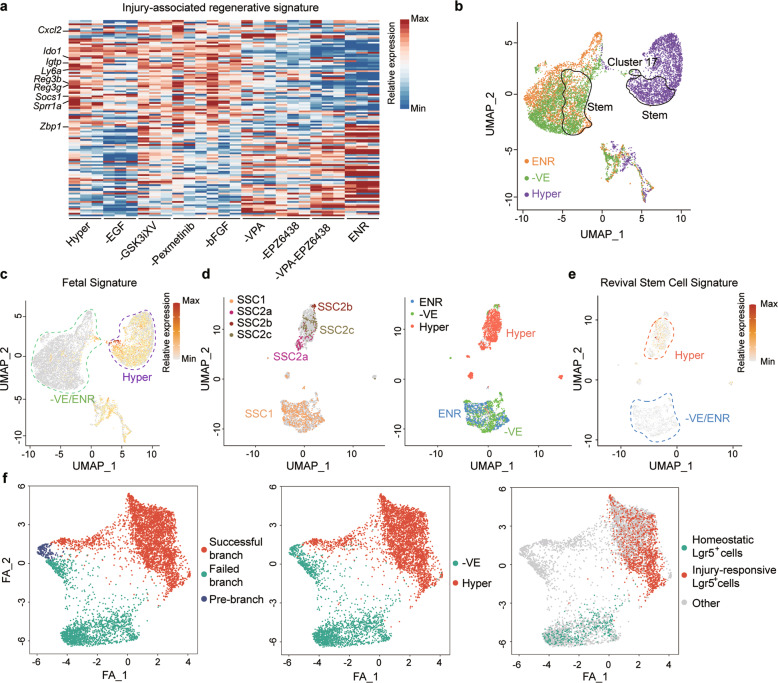
VPA and EPZ6438 are critical for establishing a hyperplastic phenotype in intestinal organoids. **a** The effects of individual components of the 8C medium on the expression of an injury-associated regenerative signature in Hyper-organoids (*n* = 3 mice). Representative genes are shown on the left. **b** UMAP visualizations of scRNA-seq data across different organoids. The stem cell clusters and cluster 17 annotated in Fig. 2a are plotted. Colors indicate different organoids: ENR-organoids (orange dots), Hyper-organoids (purple dots), and organoids cultured in 8C minus VPA/EPZ6438 condition (–VE) (green dots). **c** Expression of the fetal gene signature was overlaid on the UMAP shown in **b**. Hyper- and –VE/ENR-organoids are separated by the purple and green dotted line. **d** Integrated analysis of stem cell clusters from different organoids in vitro and the irradiation model in vivo. **e** Expression of the revival stem cell signature was overlaid on the UMAP shown in **d**. Hyper- and –VE/ENR-organoids are separated by the orange and blue dotted line. **f** Trajectory reconstruction of single cells from Hyper-organoids with and without VPA/EPZ6438 treatment. Left panel: pre-branch (blue dots, before bifurcation), successful branch (red dots), and failed branch (green dots). Middle panel: cells from the Hyper-organoids (red dots) and –VE-organoids (green dots) were overlaid on the regenerative trajectory, respectively. Right panel: distribution of homeostatic (green dots), injury-responsive (red dots) Lgr5^+^ cells, and other cells (gray dots) were overlaid on the regenerative trajectory.

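For the injury-associated regenerative signature, organoids without VPA and EPZ6438 were compared with those in the 8C condition by the preranked analysis used above. The upregulated genes had a normalized enrichment score of -1.39 without both compounds, just short of the threshold (adjusted p = 0.0516), and the downregulated genes had one of 2.12 (adjusted p = 2.8e-05). The result for the upregulated genes lies at the threshold and moves across it with the ranking. Ranked by log2 fold change in place of limma's statistic, the score was -1.60 (adjusted p = 0.00203). For camera, p was 0.00424 for the upregulated and 3.9e-04 for the downregulated genes, and it was 0.347 and 0.230 with the correlation between genes estimated from the data. Of the 64 splits that exchange same-numbered replicates, 38 gave a normalized enrichment score as large for the upregulated genes and 15 for the downregulated genes. These counts have the same limit as those for the 8C condition against the ENR condition. The other published signatures were not analysed here.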

We further performed GSEA analysis to analyze the relationship between regenerative features and VPA/EPZ6438 treatment. Downregulation of the reported regeneration-associated signatures in Hyper-organoids was observed upon the removal of VPA and EPZ6438 (Supplementary information, Fig. S7b). In addition, removal of VPA and EPZ6438 also significantly reduced the percentage of fetal gene-expressing cells, and downregulated fetal gene expression (Fig. 3c; Supplementary information, Fig. S7b, f), suggesting that VPA and EPZ6438 are required by Hyper-organoids to maintain a primitive state. Moreover, the dependence of the expression of injury-associated regenerative signature on these two compounds was also supported by dimension reduction analysis, which showed that removal of VPA and EPZ6438 made Hyper-organoids more closely resemble crypts from the homeostatic epithelium (Supplementary information, Fig. S7c). 

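In the 8C condition, 42 of the 57 upregulated genes tested were higher than without both compounds, with 13 called higher and 3 called lower. Of the 52 downregulated genes tested, 36 were lower, with 7 called lower and 3 called higher. The counts of called genes did not change when adjusted over each list alone. Among regenerative markers, Reg3b was expressed at 25.4 ± 28.7 TPM (SD, n = 7) without both compounds and 1743 ± 1256 TPM (SD, n = 7) with them, a log2 fold change of 6.53 (standard error 0.67, limma with Benjamini-Hochberg adjustment, adjusted p = 1.6e-06). Reg3g and Socs1 were also called, at log2 fold changes of 5.35 and 1.03. Across the settings run, the value of Socs1 ranged from 0.55 to 1.69, so its call did not hold in all of them. Clu was higher by 1.19 (adjusted p = 0.097) and Ly6a by 1.43 (adjusted p = 0.11), neither of which passed limma's threshold, though both did with a replicate block (adjusted p = 0.0234 and 0.00452). Within replicate numbers 1 to 3, Clu was higher by 2.09 and Ly6a by 0.48, and within numbers 4 to 6 Clu was higher by 0.023 and Ly6a by 2.06. Sprr1a and Igtp were higher by 0.28 and 0.63. The log2 fold change of Sprr1a was -0.56 within numbers 1 to 3 and 0.91 within numbers 4 to 6.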

Consistent with these analyses, organoids cultured in the 8C minus VPA/ERZ6438 condition showed reduced complexity of crypt–villus structures and gradually lost Lgr5-GFP expression during serial passages (Supplementary information, Fig. S7d–f).

To further investigate the time window of the induction of the regeneration signature, we performed transcriptional analysis of organoids at different time points during the early stage of converting ENR-organoids into the 8C condition with and without VPA/EPZ6438. We found that representative genes of the regeneration signature were upregulated at day 2 after transferring ENR-organoids to the 8C condition, and were further increased from day 6 to day 8 (Supplementary information, Fig. S7g). In contrast, the upregulation of regenerative markers was significantly reduced upon the removal of VPA/EPZ6438 (Supplementary information, Fig. S7g), suggesting that these two small molecules induced the regeneration signatures at the early stage of 8C treatment. 

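Bulk RNA-seq also covered 3 replicates of organoids in the ENR condition with VPA and EPZ6438 added, at doses that the paper's text does not name for this medium. Compared with the 7 ENR replicates, 1093 of 12324 genes were differentially expressed, 1002 higher and 91 lower. Replicates did not overlap for 1049 of the called genes, where chance would give 1.67% of genes. With quantile normalization, 736 genes were higher and 239 lower. A replicate block, with a correlation of 0.116 between same-numbered libraries, gave 1380 genes. Reg3g rose from 32.9 ± 6.02 TPM (SD, n = 7) to 483 ± 30.2 TPM (SD, n = 3), a log2 fold change of 3.85 (standard error 0.14, limma with Benjamini-Hochberg adjustment, adjusted p = 1.6e-08). Reg3b, Socs1, Anxa6 and Ajuba rose by 2.66, 0.91, 2.56 and 0.70, with adjusted p between 2.9e-07 and 0.0289. The rises of Socs1 and Ajuba were under the minimum of 2-fold, so these genes were not called. The adjusted p of Reg3b rose above 0.05 when any of the 3 treated replicates was left out, and that of Ajuba when replicate 1 or 2 was. With quantile normalization, the adjusted p (limma) rose above 0.05 for Ajuba (0.103) and Socs1 (0.127). With all 10 groups in the fit, it did so for Ajuba (0.126) and Reg3b (0.0857). Against ENR replicates 1 to 3 alone, Reg3b rose by 1.14. Clu rose by 1.56 (limma, adjusted p = 0.22), without passing the threshold, and by 2.90 against ENR replicates 1 to 3 alone (limma, adjusted p = 9.7e-05). Ly6a changed by -0.38 (adjusted p = 0.69). Against ENR replicates 1 to 3 alone it changed by 0.59 (limma, adjusted p = 0.0109), under the minimum of 2-fold. A replicate block also gave 0.59 (limma, adjusted p = 0.0206). The injury-associated regenerative signature score was -3.10 ± 0.0546 (SD, n = 3) and was higher by 0.25 than in the ENR condition, a difference that did not pass the threshold (exact permutation test, p = 0.283, adjusted p = 0.425). Against the ENR replicates with numbers 1 to 3, the difference was 0.54 (exact permutation test, p = 0.1, the smallest possible). The mean of the 8 YAP target genes was higher by 0.68 (exact permutation test, n = 3 against 7, p = 0.075), and by 1.06 against ENR replicates 1 to 3 alone (exact permutation test, n = 3 against 3, p = 0.1, the smallest possible).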

Importantly, we found that addition of VPA and EPZ6438 in ENR condition was sufficient to promote hyperplastic phenotypes of intestinal organoids (Supplementary information, Fig. S8a–d). Collectively, these results suggest that VPA and EPZ6438 are important for regulating the regenerative features of Hyper-organoids.

Next, we examined the effects of VPA and EPZ6438 on the stem cell composition of Hyper-organoids. Unsupervised clustering showed that Hyper-organoids without VPA/EPZ6438 treatment were transcriptomically clustered together with ENR-organoids, especially the stem cell clusters (Fig. 3b, d). In addition, removal of VPA/EPZ6438 led to the conversion of injury-responsive Lgr5^+^ stem cells back to homeostatic Lgr5^+^ stem cells (Fig. 3b, d), and also significantly decreased the expression of the revival stem cell signature in Hyper-organoids (Fig. 3e). These results reinforce the notion that VPA and EPZ6438 are critical for the development of injury-responsive stem cell populations in Hyper-organoids.

To further investigate the effect of VPA/EPZ6438 treatment on the induction of injury-responsive stem cells in Hyper-organoids, we reconstructed the regenerative trajectory by performing single-cell analysis at different time points in Hyper-organoids with and without VPA/EPZ6438. Interestingly, cells from Hyper-organoids were mainly enriched along the route starting from PCs, in which GCs and TA cells progressed toward Lgr5^+^ stem cells (Supplementary information, Fig. S9a). Notably, trajectory reconstruction of PC, GC, TA, Lgr5^+^ stem cells, and revSC-like cells from Hyper-organoids with and without VPA/EPZ6438 revealed two diverse branches (Fig. 3f). VPA/EPZ6438 treatment drove one branch to form injury-responsive Lgr5^+^ stem cells and Clu^+^ revival-like stem cell population, representing the successful branch (Fig. 3f; Supplementary information, Fig. S9a, c). Interestingly, we found that co-expression of PC marker *Lyz1* and stem cell markers were dominant in the early pseudo-stage of the route, suggesting that regenerative stem cells potentially originated from PCs in the process of regeneration (Supplementary information, Fig. S9a, b, d). Collectively, our findings support a VPA/EPZ6438-mediated regenerative trajectory towards the generation of injury-responsive stem cells in Hyper-organoids.

### Regulation of YAP signaling is important for regenerative responses driven by VPA and EPZ6438 in hyper-organoids

VPA and EPZ6438 are reported to epigenetically regulate global histone modifications,^33,34^ and we indeed found that their combination led to globally reduced H3K27 trimethylation and upregulated H3K27 acetylation in Hyper-organoids (Supplementary information, Fig. S10a). 

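Between Hyper-organoids and organoids without VPA and EPZ6438, 1348 of 12622 genes were differentially expressed, 1144 of them higher and 204 lower in Hyper-organoids. The count was 2957 without a minimum fold change, the alternative that moved it most. Quantile normalization gave 862 higher and 329 lower genes, a share of 72.4% higher instead of 84.9%. The 7 replicates of each condition did not overlap for 960 of the called genes, and 1379 genes were called with a replicate block, for which same-numbered libraries correlated at 0.407. Predicted genes aside, the called genes with the largest rise and no overlap between replicates were Bex4, Reg3b, Ldhb, H2-Ab1 and Itm2a. H2-Ab1, a gene of the major histocompatibility complex, was expressed at 155 ± 75.8 TPM (SD, n = 7) in Hyper-organoids and 1.95 ± 1.61 TPM (SD, n = 7) without both compounds (log2 fold change 5.73, standard error 0.37, limma with Benjamini-Hochberg adjustment, adjusted p = 6.3e-09). The largest falls among such genes were those of Olfm4 at -5.93 and of the defensins Defa21, Defa5, Defa30 and Defa22 at -4.06 to -4.01.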

To further investigate the effects of these epigenetic changes on transcriptional regulation of regeneration in vitro, we analyzed differential gene expression between Hyper-organoids and those cultured under the 8C minus VPA/EPZ6438 condition. 

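For the 8 YAP target genes, the mean log2(TPM + 1) was 3.49 ± 0.242 (SD, n = 7) without VPA and EPZ6438, lower than in Hyper-organoids by a difference of 0.88 (two-sided exact permutation test, p = 0.0117). The difference was not the same in the separate sets of libraries, at 0.34 within replicate numbers 1 to 3 and 1.24 within numbers 4 to 6. The 4 genes of Fig. 4g alone gave 1.12 (exact permutation test, n = 7 against 7, p = 0.0373), and the paired exact permutation p was 0.0156. By gene, 6 of the 8 were higher in Hyper-organoids. Anxa6 was called at a log2 fold change of 3.11 (standard error 0.15, limma with Benjamini-Hochberg adjustment, adjusted p = 4.2e-10), Il33 at 1.35 (adjusted p = 0.0149) and Anxa1 at 1.11 (adjusted p = 0.0458). The calls of Il33 and Anxa1 did not hold with quantile normalization (limma, adjusted p = 0.0881 and 0.0608) or within replicate numbers 1 to 3 (limma, log2 fold changes 0.32 and 0.22), and they held within numbers 4 to 6 (2.19 and 1.81). Anxa1 also fell short under 6 other settings, with adjusted p (limma) between 0.0506 and 0.0777, among them another filter, other scalings and all 10 groups in the fit. Areg (1.22) and Ereg (0.80) were higher without passing limma's threshold, and the value of Areg was -0.61 within replicate numbers 1 to 3 and 3.04 within numbers 4 to 6. Ajuba (0.077), Tead1 (-0.10) and Amotl2 (-0.51) differed by less than the threshold, and Ajuba was at -0.42 within numbers 4 to 6. Tead2 and Basp1, which the paper names elsewhere, were higher by 2.25 and 2.21 with no overlap between replicates.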

Notably, genes that are targets of YAP signaling were upregulated in Hyper-organoids (Supplementary information, Fig. S10b, c). In consistent with these observations, we also found reduced levels of H3K27me3 at YAP target genes in Hyper-organoids as compared to that in organoids cultured in the absence of VPA/EPZ6438 (Fig. 4f, g), revealing a potential epigenetic mechanism underlying YAP-dependent intestinal regeneration.

**Fig. 4:**
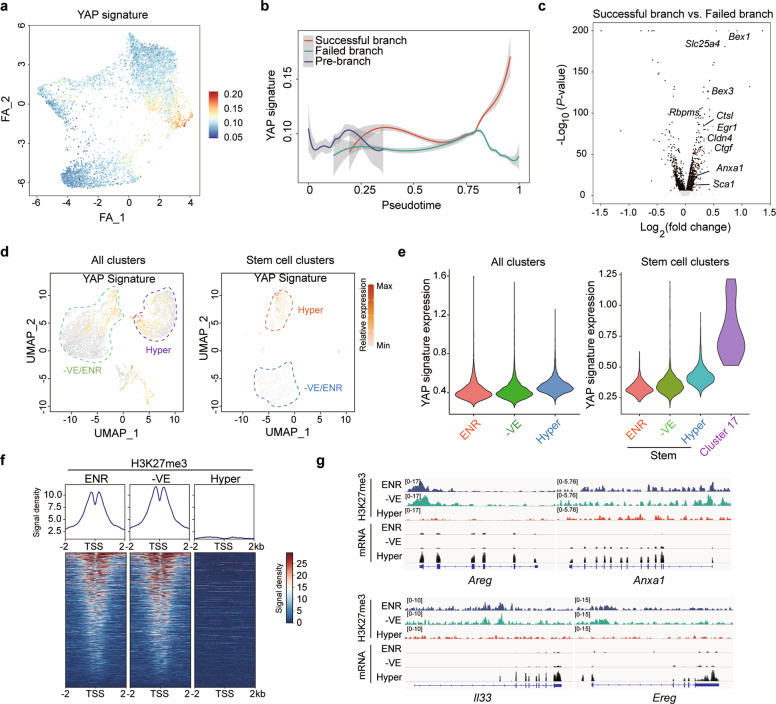
Epigenetic regulation of YAP is involved in the VPA-and-EPZ6438-driven regenerative response in vitro. **a** Expression of the YAP gene signature was overlaid on the regenerative trajectory from Hyper-organoids with and without VPA/EPZ6438 treatment shown in Fig. 3f. **b** The expression dynamics of YAP signature was cataloged in a pseudotime manner shown as a red line (successful reprogramming), a green line (failed reprogramming) and a blue line (pre-branch before bifurcation). Thick lines indicate the average gene expression patterns in each branch. **c** Volcano plot displaying the results of differential gene expression analysis performed between successful branch and failed branch. The dots representing YAP target genes are indicated as red. **d** Expression of the YAP gene signature was overlaid on the UMAPs shown in Fig. 3b and d, respectively. Hyper- and –VE/ENR-organoids are separated by the orange and blue dotted line. **e** Violin plots showing the entire range of metagene expression levels per single cell per cluster for the transcriptional programs of all clusters (left) and stem cell clusters (right) in different organoids. **f** Heatmap displaying H3K27me3 signals at promoter regions of YAP target genes in different organoids. **g** ChIP-seq (H3K27me3) and RNA-seq tracks of YAP target genes in different organoids.

We further explored the roles of Yap signaling in VPA/EPZ6438-driven regenerative response using single-cell sequencing data. Notably, we observed enrichment of YAP signaling along the regenerative trajectory of Hyper-organoids, which was absent in the failed branch without VPA/EPZ6438 treatment (Fig. 4a–c). Consistent with this observation, the upregulation of the YAP transcriptional program in Hyper-organoids, especially in stem cell clusters, was dependent on the addition of VPA and EPZ6438 (Fig. 4d, e). Using SCENIC, we further analyzed the effects of VPA/EPZ6438 treatment on the gene regulatory network in Hyper-organoids. By comparing Hyper-organoids with ENR-organoids and Hyper-organoids without VPA/EPZ6438 treatment, we identified the gene regulatory network specifically active in Hyper-organoids, which includes one top transcriptional factor Tead2 that can form complex with YAP/TAZ^19^ (Supplementary information, Fig. S11a). Importantly, the enrichment of Tead2 regulon was observed in Hyper-organoids, especially in injury-responsive Lgr5^+^ stem cells, which was dependent on the treatment of VPA and EPZ6438 (Supplementary information, Fig. S11b–d). Moreover, organoid-forming efficiency was significantly impaired by the knockdown of *Tead2* in Hyper-organoids (Supplementary information, Fig. S11e), suggesting the requirement of Tead2 regulon in maintaining the self-renewal ability of Hyper-organoids. Collectively, these data suggest that Yap signaling is important for regulating the molecular features of regeneration in Hyper-organoids, which is driven by VPA/EPZ6438 treatment.

YAP signaling is crucial for intestinal regeneration.^23,32^ Therefore, we examined whether YAP also regulates regenerative responses in Hyper-organoids. We observed a marked arrest of Hyper-organoid growth after exposure to Verteporfin (VP), a potent inhibitor of YAP^35^ (Supplementary information, Fig. S10d). Moreover, the addition of LPA, a YAP signaling agonist that functions by inhibiting LATS1/2,^36^ partially compensated for the absence of VPA and EPZ6438 in establishing regenerative features in Hyper-organoids (Supplementary information, Fig. S10d).

Interestingly, in addition to YAP signaling, the Wnt signaling pathway also showed significant enrichment in the successful branch during the regenerative process as indicated by KEGG analysis (Supplementary information, Fig. S10e). Moreover, the expression of regenerative markers was significantly reduced in Hyper-organoids after treatment with Wnt/β-catenin signaling inhibitor XAV939 (Supplementary information, Fig. S10f). Therefore, other signaling pathways like Wnt could also be important for driving the regenerative responses in Hyper-organoids.

### VPA and EPZ6438 promote intestinal and colonic regeneration following damage in vivo

Since VPA and EPZ6438 were critical for the activation of the injury-associated regenerative signature and phenotype in Hyper-organoids in vitro, we explored whether combined treatment with VPA and EPZ6438 promoted injury-associated intestinal epithelial regeneration in vivo. Following administration of VPA and EPZ6438 in an in vivo irradiation model,^23,32^ we found that the growth of elongated crypts was markedly enhanced, and that the proliferation of crypts was slightly increased (Fig. 5a–c), indicating that combined VPA/EPZ6438 treatment promoted a regenerative response in the intestinal epithelium upon damage in vivo. In support of these in vivo results, when evaluated in an in vitro irradiation model,^37^ irradiated ENR-cultured organoids transferred into the ENR condition with the addition of VPA and EPZ6438 supported the survival of intestinal organoids after irradiation. (Supplementary information, Fig. S8e, f).

**Fig. 5:**
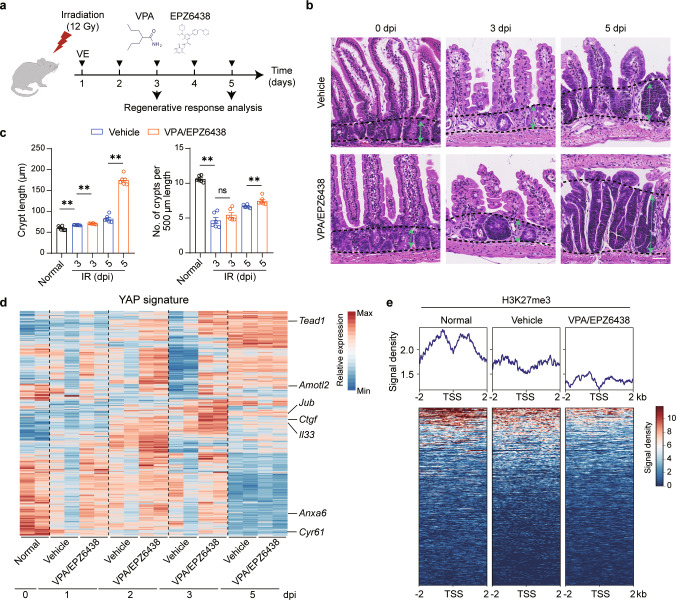
Combined treatment with VPA and EPZ6438 promotes regenerative responses in the intestinal epithelium after irradiation. **a** Schematic diagram of the administration of VPA/EPZ6438 to C57BL/6 mice in the irradiation-induced injury model. **b** H&E staining of small intestinal crypts at 3 and 5 days post-irradiation (dpi). The green arrows between the two dashed lines show the length of the crypts. Scale bars, 50 μm. **c** Quantification of crypt number (10 images were analyzed per mouse) and crypt length (10 crypt–villus axes were counted per mouse) at 3 and 5 dpi (*n* = 6 mice). *P* values were determined by two-tailed Mann–Whitney test. **d** Heatmap displaying the expression of the YAP signature in small intestinal crypts with or without VPA/EPZ6438 treatment at 3 dpi. Representative genes are shown on the right. (*n* = 2 mice). **e** Heatmap displaying H3K27me3 signals at promoter regions of YAP target genes in small intestinal crypts at 3 dpi. **P < 0.01; ns, not significant. The experiments in **b**, **c**, and **e** were independently repeated at least twice with similar results.

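Crypts of the small intestine were taken from unirradiated mice and from mice at 1, 2, 3 and 5 days post irradiation (dpi) with 12 Gy, which had received vehicle or a daily gavage of 40 mg/kg VPA and 0.6 mg/kg EPZ6438. Each of these 9 groups had 2 mice. Crypt libraries were deposited in TPM as well, but they may have been quantified in another way than the organoids and were not set against them. Mitochondrial genes took between 10.6% and 48.4% of the TPM of a crypt library. The share in organoids was at most 6.64%. The 2 shares may not be comparable, since mt-Atp8 alone took 141990 TPM on average in crypts and 2.09 TPM in organoids. All 9 groups entered a single limma fit of 10802 genes, since 2 mice per group give little information on spread. VPA/EPZ6438 treatment raised 1, 898, 3418 and 2 genes at 1, 2, 3 and 5 dpi and lowered 0, 7, 6 and 0. With 2 mice per group, 33.3% of genes would not overlap by chance. The median log2 fold change of all genes at 3 dpi was 0.69, and fold changes correlated with the length of the transcript across genes (Spearman's rho 0.484 at 3 dpi, with genes not independent of each other). The scaling of the libraries changed these counts. With quantile normalization no gene was called at 1 and 2 dpi, and at 3 dpi 883 genes were higher and 361 lower. With scaling to the 75th percentile of each library, 1573 genes were higher and 227 lower at 3 dpi. A replicate block gave 20 genes at 1 dpi, where same-numbered libraries correlated at 0.309, and 2 at 5 dpi, where they correlated at 0.147. Among called genes without overlap between mice, predicted genes aside, the largest rises at 3 dpi were those of Scgb1a1, Myh9, Sftpc, Myo18a and Atg9b, with log2 fold changes between 3.67 and 5.87. Scgb1a1 and Sftpc are genes of the lung, and RNA from lung cannot be told apart here from a response to treatment. Their sum was also high with treatment at 5 dpi, at 98.1 and 87.8 TPM, against 0 and 0.0625 TPM with vehicle. Predicted genes aside, the called genes that fell without overlap between mice were Igkv10-94, mt-Nd3, mt-Atp6 and S100g, with log2 fold changes of -2.61 to -1.06.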

To gain more insight into the molecular traits of epithelial regeneration after VPA/EPZ6438 treatment, we analyzed the transcriptome of primary crypts after irradiation. 

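Of the 7 genes labelled in Fig. 5d, 5 were measured, Tead1, Amotl2, Ajuba (Jub), Il33 and Anxa6. Their mean log2(TPM + 1) was 1.42 in unirradiated crypts. VPA/EPZ6438 treatment changed it relative to vehicle by 0.13 at 1 dpi, 0.42 at 2 dpi, 0.89 at 3 dpi and 0.21 at 5 dpi. At 3 dpi it was 2.58 ± 0.244 (SD, n = 2) with treatment and 1.68 ± 0.294 (SD, n = 2) with vehicle. With each mouse left out in turn, the difference stayed between 0.69 and 1.10. Under the other settings run, the difference at 3 dpi lay between 0.063 and 1.48. A comparison of 2 mice with 2 cannot give an exact permutation p under 0.05. Over the 4 days together, the difference was 0.42 (exact permutation test within days, 8 mice against 8, p = 0.0123). With a replicate block p was 0.00781, the smallest that an exact permutation test on 8 pairs allows. Same-numbered libraries correlated at 0.309, -0.0728, 0.0907 and 0.147 at 1, 2, 3 and 5 dpi, so little speaks for this pairing. The difference over the 4 days depended on the scaling. It was 0.19 with scaling to the 75th percentile (exact permutation test, 8 mice against 8, p = 0.111), 0.07 with quantile normalization (exact permutation test, 8 mice against 8, p = 0.446) and -0.039 after removal of the trend with transcript length (exact permutation test, 8 mice against 8, p = 0.62). Among 10000 random lists of 5 genes of like expression, the panel's median log2 fold change at 3 dpi, 0.90, lay at percentile 77.2. All 5 genes were higher in both treated mice than in both vehicle mice at 3 dpi. Ajuba rose from 2.13 ± 1.43 TPM (SD, n = 2) to 6.55 ± 1.18 TPM (SD, n = 2), a log2 fold change of 1.34 (standard error 0.30, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0022), and Tead1 rose by 1.03 (adjusted p = 0.0104). Il33 rose by 0.90 (adjusted p = 0.0334), under the minimum of 2-fold, while Amotl2 at 0.68 and Anxa6 at 0.53 did not pass the threshold. With quantile normalization, Ajuba (0.44), Tead1 (0.56) and Il33 (0.37) did not pass it either. Anxa6 was lower with treatment after quantile normalization (-0.49) and after scaling to the 75th percentile (-0.015). Tead1, Amotl2 and Anxa6 were lower after removal of the length trend (-0.18, -0.33 and -0.18). From Fig. 5d, the paper proposes that the treatment promotes YAP-dependent regeneration in irradiated crypts.

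**Figure D2:**
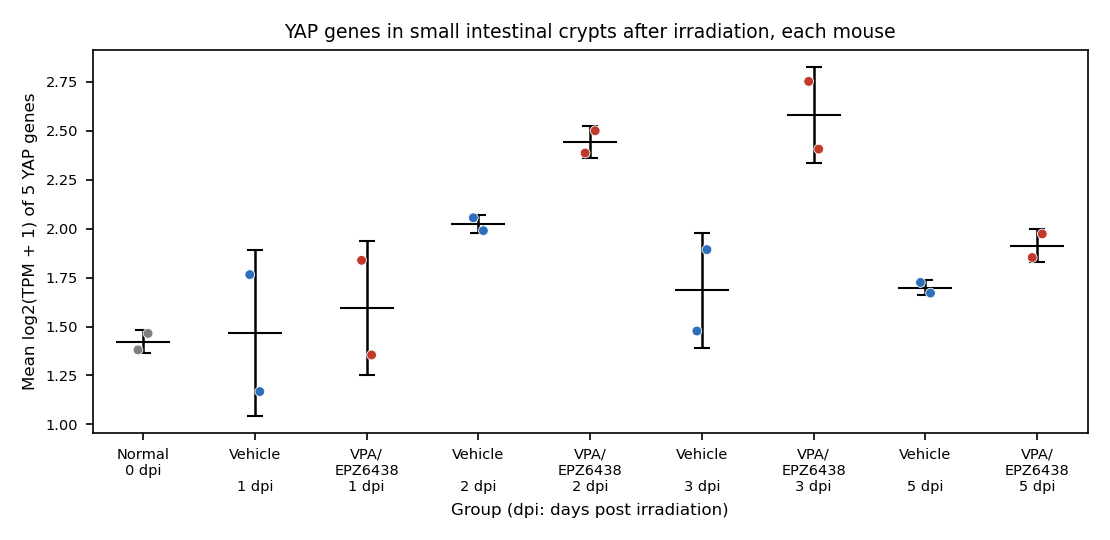
Mean log2(TPM + 1) of the 5 measured YAP genes in crypts, for each mouse, by treatment and day post irradiation. Points are mice, and bars give the mean and SD of 2 mice. Both mice treated with VPA/EPZ6438 lie above both vehicle mice at 2, 3 and 5 dpi, while the groups overlap at 1 dpi.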

Notably, upregulation of representative marker genes of YAP gene signature was observed in a time-dependent manner after VPA/EPZ6438 treatment (Fig. 5d), suggesting promotion of YAP-dependent intestinal generation in irradiated crypts after VPA/EPZ6438 treatment. Interestingly, we also found a significant downregulation of H3K27me3 enrichment in the Yap target genes after VPA/EPZ6438 treatment (Fig. 5e), suggesting epigenetic regulation of YAP signaling underlines the VPA/EPZ6438-driven regenerative response in vivo. Collectively, these data suggest that combined VPA/EPZ6438 treatment promoted intestinal epithelium regeneration upon injury.

We further investigated the effects of VPA/EPZ6438 treatment in promoting injury-associated epithelial regeneration in a DSS-induced colitis model.^38,39^ We found that combined VPA/EPZ6438 treatment could decrease disease activity index, and attenuate weight loss and colon length reduce (Supplementary information, Fig. S12a–d). In addition, VPA and EPZ6438 treatment markedly reduced pathological changes, with a well-preserved mucosal architecture and small foci of crypt loss, leading to a decreased histological score (Supplementary information, Fig. S12e). Collectively, these data suggest that VPA and EPZ6438 treatment alleviated symptoms of DSS-treated mice.

## Discussion

In this study, we established a hyperplastic intestinal organoid culturing system, which shared regenerative features with hyperplastic intestinal epithelium in vivo. Importantly, by combining our new organoid culturing system with scRNA-seq analysis, we identified unique stem cell populations resembling injury-responsive stem cells that emerged upon damage in vivo in Hyper-organoids. Mechanistic exploration of the regenerative capacity of Hyper-organoids showed that two small-molecule epigenetic modulators VPA and EPZ6438 were critical for the establishment of hyperplastic features, which was dependent on the regulation of YAP signaling. Furthermore, combined treatment with these two small molecules promoted regeneration of the gut epithelium upon damage in vivo.

A major finding of our study is that Hyper-organoids acquired regenerative features similar to hyperplastic crypts from the regenerating intestinal epithelium in vivo. Compared to conventional intestinal organoids, Hyper-organoids have morphological characteristics that more closely resemble those of hyperplastic crypts, including larger organoid size, profoundly complex crypt–villus structures, and high proliferative capacity (Fig. 1b; Supplementary information, Fig. S1b–d). Importantly, these complex 3D morphological characteristics have not been observed in previously reported in vitro models.^22,24^ These features are also supported by transcriptome analysis showing exclusive enrichment of an injury-associated regenerative signature in Hyper-organoids that was transcriptionally comparable to that of injury-induced hyperplastic intestinal epithelium in vivo (Fig. 1f; Supplementary information, Fig. S3a–d). The regenerative capacity of Hyper-organoids was further validated in an in vitro irradiation model (Supplementary information, Fig. S2a–c). This evidence demonstrates that the morphological and molecular phenotype, as well as functionality, of Hyper-organoids reflect the regenerative responses of the gut epithelium upon damage in vivo, demonstrating that Hyper-organoids provide a new in vitro model to explore the process of in vivo intestinal regeneration.

Another notable feature of Hyper-organoids is their robust ability to induce injury-responsive stem cells. Injury-responsive stem cells like reserve stem cells are important for driving the injury-induced regeneration process in vivo.^16–18,27^ In Hyper-organoids, stem cells that resembled injury-responsive Lgr5^+^ stem cells and Clu^+^ revival stem cells were observed (Figs. 1c–e, 3d, e; Supplementary information, Figs. S4d–f, S5a–d). Notably, unsupervised clustering further confirmed the similarity of injury-responsive stem cell populations from Hyper-organoids and primary crypts isolated in vivo (Supplementary information, Figs. S4e, S5a–c). Functional assay further showed that Lgr5^+^ cells from Hyper-organoids have organoid-forming capacity at the single-cell level (Supplementary information, Fig. S6a). Lineage tracing experiment confirmed that Lgr5^+^ cells can give rise to most of differentiated progenies in Hyper-organoids (Supplementary information, Fig. S6c, d). Moreover, similar to the behavior of injury-responsive stem cells in vivo, progenies of Lgr5^+^ stem cells in Hyper-organoids showed significantly enhanced survival ability after irradiation (Supplementary information, Fig. S2d, e). Collectively, the data showed evidence of functional regenerative stem cell populations in Hyper-organoids resembling that emerges during injury-associated regeneration, which is promising for modeling the dynamics of regenerative stem cells in vitro.

Importantly, the combination of two small molecules, VPA and EPZ6438, was critical for the induction of the hyperplastic phenotype of Hyper-organoids. The morphological and molecular features of Hyper-organoids, as well as their injury-responsive stem cell populations, nearly disappeared without treatment with these two small molecules (Fig. 3a–e; Supplementary information, Fig. S7b–f). Moreover, combined treatment with VPA and EPZ6438 in vivo promoted hyperplastic features of the gut epithelium after irradiation, confirming the functionality of VPA and EPZ6438 in contributing to the hyperplastic phenotype (Fig. 5a–c). Interestingly, VPA and EPZ6438 are required for the development of a primitive state in Hyper-organoids, as we found nearly complete loss of fetal gene-expressing cells without treatment with these two small molecules (Fig. 3c; Supplementary information, Fig. S7f). Previous findings support the notion that injury induces dedifferentiation of intestinal lineages to a more primitive state in vivo.^40–44^ By reconstructing the regenerative trajectory, we observed the starting cell population majorly contained PCs, which progressed toward Lgr5^+^ stem cells before bifurcation, dependent on the treatment of VPA and EPZ6438 (Fig. 3f; Supplementary information, Fig. S9). This observation was consistent with a significant reduction in the abundance of these PCs in Hyper-organoids (Fig. 2c; Supplementary information, Fig. S4b), supporting previous reports that dedifferentiation of intestinal terminal lineages could contribute to intestinal stem cell restoration.^44,45^ Thus, our findings support the presence of a VPA-and-EPZ6438-induced dedifferentiation mechanism underlying the generation of injury-responsive stem cells in Hyper-organoids, which merits further investigation.

Finally, our study also revealed the importance of the YAP signaling pathway in maintaining the regenerative features of Hyper-organoids. YAP target genes were activated by combined treatment with VPA/EPZ6438 (Supplementary information, Fig. S10b, c). Further analysis of the regulatory network in Hyper-organoids showed that VPA/EPZ6438 were important for regulating Tead2 (Supplementary information, Fig. S11a), which is one top transcription factor in the regulatory network of Hyper-organoids and a major downstream effector of YAP signaling.^19^ We further manipulated the activity of YAP signaling in Hyper-organoids, and the results showed that inhibition of YAP signaling greatly disturbed VPA/EPZ6438-induced regenerative features whereas YAP activation could partially compensate for the roles of VPA/EPZ6438 in eliciting regenerative response in Hyper-organoids (Supplementary information, Fig. S10d). Interestingly, H3K27me3 levels in the locus of YAP target genes were significantly reduced by VPA/EPZ6438 treatment (Fig. 4f, g), which provides novel insight into the YAP-dependent mechanisms underlying the intestinal regeneration process. Collectively, these results suggested that YAP activation played an important role in regulating the regenerative response in Hyper-organoids. In addition to YAP signaling, other signalings like Wnt could also be critical for regulating hyperplastic features in Hyper-organoids. Recent reports demonstrated a critical role of RXR signaling in the regulation of the regeneration state in intestinal organoids.^20^ Interestingly, compared to organoids cultured in the 8C minus VPA/EPZ6438 condition, Hyper-organoids showed a slightly decreased expression of target genes of RXR signaling (Supplementary information, Fig. S10g, h).

In summary, our study provides a novel platform for modeling injury-induced intestinal regeneration in vitro, which can be utilized to perform screening to identify candidates that could promote intestinal regeneration, as well as to reveal novel insights into mechanisms of intestinal regeneration. Moreover, our approach can be adopted to establish in vitro 3D regeneration models for other regenerative stem cells in different tissues and organs in the future.

## Materials and methods

### Mice

All animal procedures were performed according to NIH guidelines. All practices related to mice were approved by the Institutional Animal Care and Use Committee of Peking University. *Lgr5-EGFP-IRES-creERT2* mice were kindly provided by Ting Chen (National Institute of Biological Sciences), *Rosa26-loxp-STOP-loxp-tdTomato* mice were obtained from Jackson Labs (Stock No. 007914), and C57BL/6 mice were purchased from Charles River (Beijing). The *Lgr5-EGFP-IRES-creERT2* mice were crossed with *Rosa26-lox-STOP-lox-tdTomato* mice to prepare crypt cells for tracing *Lgr5*. 6- to 12-week-old mice were used for crypt isolation and organoid culture. 8-week-old female mice were used for irradiation experiments and generation of the experimental model of colitis.

### Crypt isolation and organoid culture

Crypts were isolated and cultured as previously described.^1^ Briefly, proximal small intestine sections of approximately 20 cm were harvested, opened longitudinally, cut into 2–4 mm pieces, rinsed with cold PBS and incubated in 2 mM EDTA at 4 °C for 30 min with gentle shaking. Crypts were released after vigorous shaking in cold PBS and passed through a 70 μM cell strainer (BD Biosciences) for further enrichment. Approximately 500 crypts were embedded in 20 μL Matrigel (growth factor reduced; BD bioscience) and plated in 48-well plates. After Matrigel polymerization, 500 μL culture medium containing Advanced DMEM/F12 (Gibco), 10 mM HEPES (Gibco), 1× GlutaMAX (Gibco), 1% penicillin/streptomycin (Gibco), 1× N2 Supplement (Gibco), 1× B27 Supplement (Gibco), and 1 mM N-Acetylcysteine (Sigma-Aldrich) was added. For ENR-organoids, culture medium containing 50 ng/mL murine EGF, 100 ng/mL murine Noggin and 500 ng/mL human R-Spondin 1 was used. For Hyper-organoids, culture medium containing 0.2 μM LDN193189, 0.1 μM GSK-3 Inhibitor XV, 1 μM Pexmetinib, 500 μM VPA, 2 μM EPZ6438, 50 ng/mL murine EGF, 10% R-Spondin 1 Conditioned Medium (Trevigen), and 20 ng/mL FGF2 was used. The cell culture medium was changed every other day. Hyper-organoids can be generated from either ENR-organoids or primary crypts. For passage, organoids were removed from Matrigel, mechanically dissociated into single-crypt domains and transferred to fresh Matrigel. Passage was performed every 7 days with a 1:8 split ratio for ENR-organoids and a 1:30 split ratio for Hyper-organoids. 5% knockout serum replacement (KSR, GIBCO) was recommended to enhance expansion of Hyper-organoids after they were passaged. Six days after passage, the number of colonies containing typical organoid structures and expressing Lgr5-GFP was counted.

Directed differentiation of organoid cultures was performed as previously reported.^46^ In brief, ENR- and Hyper-organoids were cultured under ENR conditions, supplemented with Notch inhibitor DAPT (10 μM) to induce enterocyte (*alpi*); with Notch inhibitor DAPT (10 μM) and Wnt inhibitor IWP2 (2 μM) to induce PC (*lyz1*), GC (muc2) and enteroendocrine cell (*chga*).

### Quantitative PCR analysis

The total RNA from an entire well of cultured cells was isolated using the RNeasy Mini Kit (QIAGEN, 74106). RNA was converted to cDNA using Trans-Script First-Strand cDNA Synthesis SuperMix (TransGen Biotech). Quantitative PCR (qPCR) was performed using KAPA SYBR FAST qPCR Kit Master Mix (KAPA Biosystems) on a CFX Connect^TM^ Real-Time System (Bio-Rad). The data were analyzed using the delta-delta Ct method. β-actin was used as a control to normalize the expression of target genes. The primer sequences used for qPCR in this study are listed in Supplementary information, Table S2.

### Immunofluorescence staining

Cultured cells were fixed in 4% paraformaldehyde (DingGuo) at room temperature for 15 min and permeabilized with PBS–0.1% Triton X-100 (Sigma-Aldrich). The cells were incubated with primary antibodies overnight at 4 °C, followed by incubation with secondary antibodies at 37 °C for 1 h. The nuclei were stained with DAPI (Roche Life Science).

### Irradiation-associated injury model in vitro

For the in vitro irradiation-associated damage experiments, the cultured organoids were exposed to a single dose of 6 Gy irradiation 24 h after seeding using a GammaCell 40 irradiator. After irradiation, irradiated organoids were immediately transferred to an incubator for organoid culture.

### Flow cytometry analysis

Cell culture medium was removed and TrypLE Express (Gibco) was added. After incubation at 37 °C for 10 min, organoids were dissociated into single cells, stained with Sca1-PECy5 at 4 °C for 30 min, and washed three times with PBS. The cells were then stained with 7-aminoactinomycin D (7-AAD) and filtered through a 40 μm cell strainer. Finally, the cells were analyzed on a BD LSRFortessa machine. Data analysis was performed using FlowJo software (Ashland).

### Identification of injury-associated regenerative signature

Published datasets from different intestinal injury models were filtered, and differentially expressed genes between biopsies of injured and non-injured crypts were analyzed. In a parasitic helminth infection model^21^ (GSE97405), 1101 upregulated genes (FDR ≤ 0.05, fold-change comparison of > 1) and 564 downregulated genes (FDR ≤ 0.05, fold-change comparison of > 1.4) were identified. In the DSS model^24^ (E-MTAB-5249), 681 upregulated genes (FDR ≤ 0.05, fold-change comparison of > 1) and 1444 downregulated genes (FDR ≤ 0.05, fold-change comparison of > 1) were identified. In an irradiation model^23^ (GSE117783), 1673 upregulated genes (FDR ≤ 0.05, fold-change comparison of > 1) and 1002 downregulated genes (FDR ≤ 0.05, fold-change comparison of > 1) were identified. The injury-associated regenerative signature, including 63 upregulated genes and 54 downregulated genes, was generated by determining the overlapped changes of these three injury conditions.

Differential gene analysis was carried out for the injury-responsive Lgr5^+^ and homeostasis Lgr5^+^ cells in DSS-induced colitis and upon irradiation or Parasitic helminth infection. The genes enriched in injury-responsive Lgr5^+^ cells in at least two of the above intestinal injury models were defined as injury-responsive Lgr5 signature, with a total of 768 genes. Genes enriched in homeostatic Lgr5^+^ cells in at least two of the above intestinal injury models are defined as homeostatic Lgr5 signature, with a total of 1057 genes.

### Bulk RNA-seq

Total RNA was isolated using the RNeasy Mini Kit (QIAGEN). RNA sequencing libraries were constructed using the NEBNext^®^ Ultra RNA Library Prep Kit for Illumina^®^ (NEB England BioLabs). Fragmented and randomly primed 2 × 150 bp paired-end libraries were sequenced using an Illumina HiSeq X Ten system. Functional enrichment of previously reported and newly defined gene sets in the transcriptomes across different organoids was determined using the GSEA software package.

### scRNA-seq

The sampling details for the scRNA-seq experiments are shown in Supplementary information, Table S3. To isolate single cells, Hyper-organoids and ENR-organoids were incubated with TrypLE Express at 37 °C for 20 min, after which live cells were counted using a hemocytometer. On average, ~3000 captured individual cells per sample were subjected to 10× Genomics single-cell isolation and RNA-seq following the manufacturer’s recommendations. Using single cell 3′ Library and Gel Bead Kit V3 (10× Genomics, 1000075) and Chromium Single Cell B Chip Kit (10× Genomics, 1000074), the cell suspension (300–600 living cells per microliter determined by Count Star) was loaded onto the Chromium single cell controller (10× Genomics) to generate single-cell gel beads in the emulsion according to the manufacturer’s protocol. In short, single cells were suspended in PBS containing 0.04% BSA. Captured cells were lysed and the released RNA was barcoded through reverse transcription in individual GEMs. Reverse transcription was performed on a S1000TM Touch Thermal Cycler (Bio Rad) at 53 °C for 45 min, followed by 85 °C for 5 min, and hold at 4 °C. The cDNA was generated and then amplified, and quality assessed using an Agilent 4200 (performed by CapitalBio Technology, Beijing). According to the manufacture’s introduction, scRNA-seq libraries were constructed using Single Cell 3′ Library and Gel Bead Kit V3. The libraries were finally sequenced using an Illumina Novaseq6000 sequencer with a sequencing depth of at least 100,000 reads per cell with pair-end 150 bp (PE150) reading strategy (performed by CapitalBio Technology, Beijing).

### Analysis of bulk RNA-Seq data

The raw sequences were cleaned using Trimmomatic (version 0.39), and mapped to mouse reference genome mm10 using STAR (version 2.7.3a). High quality mapped reads were quantified using featureCounts. The raw counts were normalized with further variance stabilization by using DEseq2 for heatmap visualization.

### Analysis of scRNA-seq data

Sequences from 8 scRNA-seq samples were processed with Cellranger (v.3.0.0) software (10× Genomics). The generated filtered cell UMI count matrixes were imported and merged using the Seurat package (version 3.1.4). Cells with fewer than 1500 genes expressed or with more than 25% of reads from mitochondrial genes were discarded. The Scater package (version 3.11) was used for further quality control and deconvolution-based normalization. The normalized data were imported into the Seurat object data slot. Subsequently, highly variable genes (*n* = 2000) were identified; normalized data were scaled and regressed by mitochondrial ratio and total gene counts, and principle component analysis was conducted using default parameters in the Seurat package. A Shared Nearest Neighbor (SNN) network was built according to the top 10 principal components, and cells were clustered using a modularity optimization-based clustering algorithm (Louvain) with resolution of 1.0, which effectively identified most cell types. For each cluster, highly expressed marker genes were identified using Wilcoxon tests and used to manually annotate cell types based on published datasets.^47^ The major cell markers were as follows: stem cell (*Lgr5*, *Ascl2*, *Olfm4*, and *Cd44*); TA cell (*Top2a*, *Ube3c*, *Hmgb2*, and *Tubb5*), PC (*Ang4*, *Lyz1*, *Defa30*, and *Defa3*), enterocyte (*Fabp1*, *Apoa1*, *Reg1*, and *Rbp2*), enterocyte progenitor (*Cfhr2*, *Rbp7*, *Dmbt1*, and *Pycard*), enteroendocrine (*Chgb*, *Chga*, *Cck*, and *Neurog3*), GC (*Agr2*, *Tff3*, *Muc2*, and *Fcgbp*). All unsupervised clusters were readily assigned to a well-established cell type. For the identification of revival stem cell-like cell clusters, which required additional information, a finer resolution (3.0) and additional principal components (*n* = 15) were adopted, and the identified revival stem cell-like cluster was integrated into those of other cell types. The UMAP dimension reduction was calculated based on the top 15 principal components. For the DotPlot, the normalized mean expression level of each gene in each cluster was calculated with the percentage of cells with expression level > 0. The expression level and percentage of each gene were further normalized by the corresponding maximum value within all clusters/groups for each gene. The differentially expressed genes between single cell clusters were identified using the FindMarkers function in Seurat. The significance threshold for the adjusted *P* values was 0.05, and a fold-change ≥ 2 was required. The levels of the revival stem cell^23^ and fetal gene signatures were calculated as the averaged normalized expression level of the corresponding gene sets used in the corresponding related study. The revival stem cell signature included four genes: *Clu*, *Anxa1*, *Cxadr*, and *Basp1*. The fetal gene sets were generated from published datasets.^24^ The YAP signature gene set was a collection of genes that were upregulated > 2 fold in YAP-overexpressing intestinal epithelial cells compared with wild-type ones.^32^

### Integration of bulk datasets from Gran, DSS and hyper organoids models

The raw counts of the Gran (granuloma-associated crypt epithelium in helminth infection model^21^) and Hyper-organoid datasets were log-transformed. Next, these datasets were combined, and only injury-associated regenerative signature genes were used for downstream analysis. Batch effects were corrected using the Combat function in the sva package. Principal component analysis was performed on the scaled merged dataset. The correlation analysis of different models was visualized using a heatmap based on the Spearman correlation coefficients of the log-transformed, batch-corrected, and normalized expression levels of injury-associated regenerative signature genes.

### Gene regulatory network analysis

The analysis of regulon activity in Supplementary information, Fig. S11 was performed by following standard SCENIC pipeline. The input to SCENIC is an expression matrix, in which rows correspond to genes and columns correspond to cells. The cells from ENR-organoids and Hyper-organoids with or without VPA and EPZ6438 treatment were selected as the input cells. The genes with at least 186 UMIs across all cells and detected in at least 62 cells were selected as the input genes. The expression matrix was loaded into GENIE3 and the dataset of co-expressed genes associated with each transcription factor (TF) was constructed. This step is time consuming and was done with high performance computing (HPC). The TF co-expression modules were then analyzed by RcisTarget. The Normalized Enrichment Score (NES) of TF-binding motifs (TFBS) was calculated, and NES > 3.0 was considered as significantly enriched. The filtered potential targets by RcisTarget mouse mm9 database from the co-expression module were used to build the regulons. The regulon activity (Area Under the Curve) was analyzed by AUCell and the active regulons are determined by AUCell default threshold.

### Integration of the dataset of irradiated crypts with organoid scRNA-seq dataset

The 10× sequencing dataset of irradiated crypts and normal control sample dataset were downloaded from the Gene Expression Omnibus (GEO) (GSE123516) and merged. Cell types were clustered and annotated manually using the pipeline described above. Specifically, CBCs from the irradiated crypt dataset were classified into SSC1 and SSC2a/b/c subtypes. As we were interested in stem cells, the raw counts for stem cell clusters from irradiated crypts, as well as the ENR- and Hyper-organoid datasets, were merged. The combined dataset was further normalized, scaled, and regressed, after which principal component analysis was conducted as previously described. The batch effect between the irradiated crypt and organoid datasets was corrected using Harmony (version 1.0). The downstream graph-based clustering and UMAP analysis were based on the top 15 adjusted Harmony coordinates. To compare the stem cell clusters in Hyper-organoids cultured in the presence or absence of VPA/EPZ6438, the raw counts of Hyper-organoids without VPA/EPZ6438 treatment were added and subject to the downstream analysis. For visualization, only cells from irradiated crypts, S61, S62, and S63 were plotted (the sample information of S61, S62 and S63 is shown in Supplementary information, Table S3).

### Single-cell trajectory analysis

Single-cell trajectory in Fig. 3f and Supplementary information, Fig. S9a was reconstructed by RNA velocity and R package phateR, respectively. RNA velocity-based cell fate tracing was performed using scVelo python module. The spliced reads and unspliced reads were recounted by the velocyto python module based on previous aligned bam files of cellranger output. The velocities were calculated using scvelo.tl.velocity function with default parameters. The transition probabilities are computed using cosine correlation between the potential cell-to-cell transitions and the velocity vector by scvelo.tl.velocity_graph function. Then the velocity pseudotime which measures the average number of steps it takes to reach a cell after walking along the graph starting from the root cells was calculated based on the velocity graph using scvelo.tl.velocity_pseudotime function. The root cells were implicitly inferred based on the directed velocity graph.

### ChIP and sequencing library preparation

ChIP material was obtained and processed as described previously^48^ with the following modifications. In brief, for each sample, approximately 5 × 10^6^ cells were crosslinked in PBS containing 1% formaldehyde at room temperature for 10 min, after which they were quenched with glycine for 5 min. The fixed cells were washed twice with cold PBS and centrifuged at 500× *g* for 3 min at 4 °C, followed by removal of the supernatant. The cell pellets were re-suspended, and the resulting homogenates were further lysed. Crosslinked material was sonicated using a Covaris sonicator for 12 min at duty 5%, intensity 3, and bursts 200. The size of the sonicated fragments ranged between 400 and 800 bp. Cleared chromatin was incubated with 2.5 mg of a selected antibody overnight at 4 °C. The antibody used in the experiments was anti-H3K27me3 (Cell Signaling Technology, 9733).

### ChIP-seq data analysis

ChIP-seq reads were aligned to mouse genome build mm10 using bwa (v0.7.12)^49^ software. Duplicate PCR reads were removed from the aligned sequences using Picard (version 2.6). Chromatin profiles were calculated over all RefSeq genes and plotted using ngsplot software.

### Western blot analysis

Cells were collected and lysed in RIPA buffer (Beyotime Technology Technology, P0013B) supplemented with protease inhibitor cocktail (Thermo Fisher Scientific, 78443) and phosphatase inhibitor cocktail (Thermo Fisher Scientific, 78428). Samples were resolved by SDS-PAGE and transferred to polyvinylidene difluoride membranes (Millipore), which were then incubated with primary antibodies and HRP-conjugated secondary antibodies (Jackson ImmunoResearch, 111-035-003 and 115-035-003). The membranes were exposed and developed using a film processing machine (Kodak). See Supplementary information, Table S4 for the antibodies used in this study.

### Irradiation-associated intestinal injury and treatments in vivo

Mice were exposed to a single dose of 12 Gy irradiation using a GammaCell 40 irradiator to induce intestinal injury. After irradiation, mice were gavaged daily with VPA (40 mg/kg) and EPZ6438 (0.6 mg/kg). Small intestinal crypts were isolated on different days after irradiation for RNA-seq analysis.

### DSS-associated colitis and treatments

DSS colitis was induced by giving the mice drinking water with 2.5% DSS (molecular mass 36–50 kDa; MP Biomedicals) for 5 days, followed by normal drinking water for the remaining days of the experiment. Mice were injected i.v. daily with VPA (10 mg/kg) and EPZ6438 (0.2 mg/kg), starting from day 5 (DSS withdraw) until they were euthanized. We used the disease activity index (DAI) to quantify colitis severity as previously described.^50^

### Histological analysis

Briefly, total colon was resected and immediately fixed with 10% buffered formalin and embedded in paraffin. 3 μm sections were cut, and stained with hematoxylin and eosin. The histological score of each mouse was calculated according to epithelium damage and cell infiltration.^51^ The specimens were analyzed blindly by a pathologist under a light microscope and the scores were recorded and confirmed as follows: extent of disease (0–3), depth of the lesion (0–3), crypt abscess (0–3), and degree of inflammatory cell infiltration (0–3). The total histologic score was derived by summing each individual score.

### Statistical analysis

All values are depicted as means ± SEM. Statistical parameters, including statistical analysis methods, thresholds for statistical significance, and group sizes are reported in the figure legends and supplementary figure legends. The results for qPCR, FACS and quantification of cells or organoids were evaluated with an unpaired two-tailed Student’s *t*-test. Ki67^+^ crypt number, crypt length, disease activity index, and histological scores were evaluated using a two-tailed Mann–Whitney test. Body weight and colon length were evaluated using one-way ANOVA. Statistical analyses were performed using GraphPad Prism Software (GraphPad).

## Supplementary information

Supplementary Fig. S1

Supplementary Fig. S2

Supplementary Fig. S3

Supplementary Fig. S4

Supplementary Fig. S5

Supplementary Fig. S6

Supplementary Fig. S7

Supplementary Fig. S8

Supplementary Fig. S9

Supplementary Fig. S10

Supplementary Fig. S11

Supplementary Fig. S12

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

## Data Availability

The datasets generated in the current study are available in the GEO database. All data are available in the main text or the supplementary materials.

# Supplementary material for: Establishment of intestinal organoid cultures modeling injury-associated epithelial regeneration
**Source:** Cell Res. 2021 Jan 8;31(3):259–71. doi: 10.1038/s41422-020-00453-x
**Supplement:** Supplementary file 2 — Supplementary Fig. S2

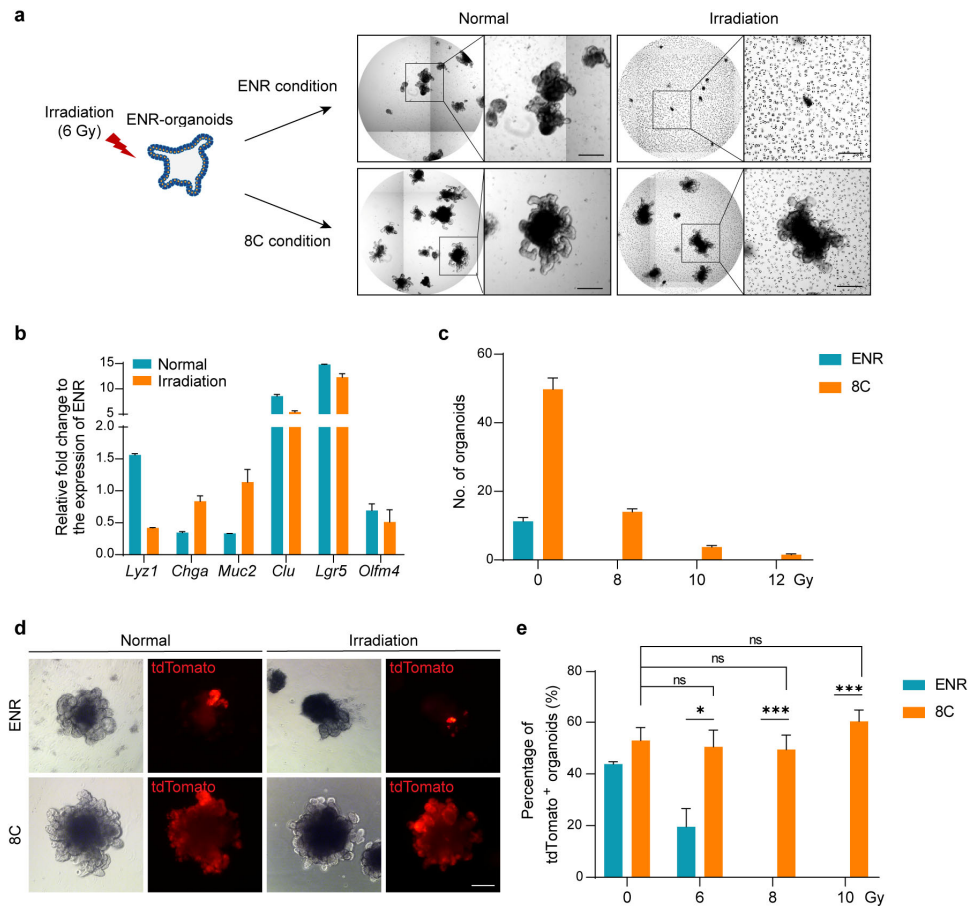

## Supplementary information Fig. S2 Organoids cultured in the 8C condition survive in an *in vitro* irradiation model

**a**, Representative images of intestinal organoids cultured under the indicated conditions with or without 6 Gy  $\gamma$ -irradiation. Scale bars, 100  $\mu$ m.

**b**, qPCR analyses of intestinal lineage markers in Hyper-organoids cultured under the indicated conditions (n = 2 wells).

**c**, Quantification of organoid number under the indicated culture conditions (n = 4 wells).

**d**, Representative images of intestinal organoids cultured under the indicated conditions with or without 6 Gy  $\gamma$ -irradiation using the lineage tracing system. Scale bars, 100  $\mu$ m.

e, Quantification of tdTomato<sup>+</sup> organoids under the indicated conditions (n = 4 wells).

*P* values were determined using one-way ANOVA.

\*\*\**P* < 0.001; \*\**P* < 0.01; \**P* < 0.05; ns, not significant (*P* > 0.05). All experiments were independently replicated at least twice with similar results.

# Supplementary material for: Establishment of intestinal organoid cultures modeling injury-associated epithelial regeneration
**Source:** Cell Res. 2021 Jan 8;31(3):259–71. doi: 10.1038/s41422-020-00453-x
**Supplement:** Supplementary file 13 — Supplementary Table S1

**Table S1. Gene set for the injury-associated regenerative signature****Upregulated genes**

|            |         |        |         |         |          |        |
|------------|---------|--------|---------|---------|----------|--------|
| AW112010   | Duoxa2  | Hs3st1 | Mecom   | Ripk3   | Stat2    | Ywhag  |
| Batf2      | Egln3   | Icam1  | Mst1r   | Rnf213  | Sulf2    | Zbp1   |
| C3         | Eif4e3  | Ido1   | Myo9b   | S100a11 | Tap1     | Zc3h7a |
| Capg       | Epha2   | Ier3   | Pitpnm1 | Sbno2   | Tgm2     |        |
| Cd74       | Gadd45g | Ifi47  | Pkp4    | Slc7a11 | Tmc6     |        |
| Cdk11b     | Gbp7    | Igtp   | Plec    | Socs1   | Tnfrsf1b |        |
| Cxcl2      | H2-Ab1  | Il4ra  | Plk2    | Socs3   | Trafd1   |        |
| D16Ert472e | H2-Q7   | Lpcat4 | Reg3b   | Spr1a   | Trim15   |        |
| Ddah1      | Hk2     | Lrg1   | Reg3g   | Srgn    | Trim40   |        |
| Duox2      | Hmox1   | Ly6a   | Rhof    | Stat1   | Ubd      |        |

**Downregulated genes**

|         |       |            |         |      |         |
|---------|-------|------------|---------|------|---------|
| Aadac   | Bphl  | Chpt1      | Gas6    | Lgr5 | Sult1d1 |
| Abat    | Car4  | Clps       | Gde1    | Maoa | Thra    |
| Adh1    | Cat   | Cmb1       | Gng11   | Maob | Ugt2b35 |
| Adtrp   | Ccl28 | Coq8a      | Gstm3   | Me2  | Vdr     |
| Akr1c14 | Ccl6  | Cth        | Gstm7   | Mme  |         |
| Aldh1a1 | Ces1e | Cyp2c68    | H2afv   | Naxe |         |
| Aoc1    | Ces1f | D630039A03 | Hadh    | Oat  |         |
| Aqp11   | Ces2a | Ddc        | Hsd11b2 | Otc  |         |
| Bche    | Ces2c | Fahd1      | Itln1   | Pccb |         |
| Bco2    | Ces2g | Fmo4       | Khk     | Scin |         |

# Supplementary material for: Establishment of intestinal organoid cultures modeling injury-associated epithelial regeneration
**Source:** Cell Res. 2021 Jan 8;31(3):259–71. doi: 10.1038/s41422-020-00453-x
**Supplement:** Supplementary file 14 — Supplementary Table S2

**Table S2 Primers used in this study**

**RT-qPCR primers**

| <b>Gene</b>  | <b>Forward</b>         | <b>Reverse</b>         |
|--------------|------------------------|------------------------|
| <i>Chu</i>   | ACAATCCTGCCCAGGCTAAC   | CAGGGATGAGGTGTTGAGCA   |
| <i>Sca1</i>  | GATGGACACTTCTCACACTACA | GCAGGTAATTGATGGGCAAGA  |
| <i>Anxa1</i> | CTGACCAGCAGGAGCTTTC    | TGGCTTCGTACAGCTTCTCG   |
| <i>Reg3b</i> | CCTTAGACCGTGCTTTCTGTG  | GTCCATGATGCTCTTCAAGACA |

# Supplementary material for: Establishment of intestinal organoid cultures modeling injury-associated epithelial regeneration
**Source:** Cell Res. 2021 Jan 8;31(3):259–71. doi: 10.1038/s41422-020-00453-x
**Supplement:** Supplementary file 15 — Supplementary Table S3

Table S3 scRNA-Seq sample quality data

| Sample                               | Origin         | Passage number | Symbol | Cells Number<br>After QC | Average Genes<br>Number | Average UMI<br>Counts |
|--------------------------------------|----------------|----------------|--------|--------------------------|-------------------------|-----------------------|
| Hyper-organoids                      | ENR-organoids  | P1             | S23    | 2812                     | 3157                    | 49254                 |
| -VE-organoids                        |                | P1             | S22    | 2601                     | 3213                    | 52103                 |
| ENR-organoids                        |                | P2             | S21    | 2189                     | 3149                    | 46998                 |
| Hyper-organoids                      | ENR-organoids  | P6             | S63    | 3523                     | 3165                    | 40535                 |
| -VE-organoids                        |                | P6             | S62    | 4293                     | 3205                    | 41375                 |
| ENR-organoids                        |                | P7             | S61    | 2601                     | 3213                    | 48014                 |
| Hyper-organoids                      | Primary crypts | P3             | SC3    | 1983                     | 3170                    | 47158                 |
| ENR-organoids                        |                | P3             | SC1    | 2348                     | 3214                    | 39382                 |
| Colonic crypts from DSS treated mice |                |                | D2     | 1933                     | 3247                    | 16760                 |
| Colonic crypts from normal mice      |                |                | W4     | 1132                     | 3340                    | 17585                 |

# Supplementary material for: Establishment of intestinal organoid cultures modeling injury-associated epithelial regeneration
**Source:** Cell Res. 2021 Jan 8;31(3):259–71. doi: 10.1038/s41422-020-00453-x
**Supplement:** Supplementary file 16 — Supplementary Table S4

Table S4 REAGENT or RESOURCE

| REAGENT or RESOURCE                                        | SOURCE                              | IDENTIFIER  |
|------------------------------------------------------------|-------------------------------------|-------------|
| Antibodies                                                 |                                     |             |
| Anti-Clusterin antibody                                    | Abcam                               | ab69644     |
| Mouse Sca-1/Ly6 Antibody                                   | R&D                                 | MAB1226     |
| Annexin A1 Polyclonal Antibody                             | Invitrogen                          | PA5-27315   |
| Mouse Reg3B Antibody                                       | R&D                                 | MAB5110-SP  |
| Anti-MUC2 antibody                                         | Abcam                               | ab11197     |
| Anti-Lysozyme antibody                                     | Abcam                               | ab36362     |
| Chr-A Antibody (C-12)                                      | Santa Cruz Biotechnology            | sc-393941   |
| Human/Mouse EphB2 Antibody                                 | R&D                                 | AF467       |
| PE Rat Anti-Mouse Ly-6A/E                                  | BD                                  | 553108      |
| anti-H3K9me3                                               | Millipore                           | 07- 449     |
| anti-H3K9ac                                                | Abcam                               | ab4441      |
| anti-H3K27me3                                              | Abcam                               | ab6002      |
| anti-H3K27ac                                               | Abcam                               | ab4729      |
| anti-H3K4me3                                               | Abcam                               | ab8580      |
| anti-GAPDH                                                 | Proteintech                         | 60004-1-Ig  |
| anti-Histone-H3                                            | Proteintech                         | 17168-1-AP  |
| Alexa Fluor ® 647 AffiniPure Donkey Anti-Goat IgG (H+L)    | Jackson ImmunoResearch Laboratories | 705-605-147 |
| Cy <sup>TM</sup> 3 AffiniPure Donkey Anti-Rabbit IgG (H+L) | Jackson ImmunoResearch Laboratories | 711-165-152 |
| Cy <sup>TM</sup> 3 AffiniPure Donkey Anti-Mouse IgG (H+L)  | Jackson ImmunoResearch Laboratories | 715-165-150 |
| Chemicals, Peptides, and Recombinant Proteins              |                                     |             |
| LDN-193189                                                 | Selleck                             | S2618       |
| GSK-3 Inhibitor XV                                         | CALBIOCHEM                          | 361558      |
| Pexmetinib (ARRY-614)                                      | Selleck                             | S7799       |
| Valproic acid sodium salt (VPA)                            | Sigma                               | P4543       |
| Tazemetostat (EPZ-6438)                                    | Selleck                             | S7128       |
| Verteporfin (VP)                                           | Selleck                             | S1786       |
| LPA                                                        | Cayman                              | 62215       |
| Recombinant Murine EGF                                     | PeproTech                           | 315-09      |
| Recombinant Murine Noggin                                  | PeproTech                           | 250-38      |
| Recombinant Human R-Spondin-1                              | PeproTech                           | 120-38      |
| FGF2 (NM_002006) Human Recombinant Protein                 | Origene                             | TP750002    |

How the deposited data were processed for this re-analysis (not part of the article)

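Bulk RNA-seq of mouse intestinal organoids and crypts was analysed, with 67 libraries in all, 49 of organoids in 10 culture conditions and 18 of crypts in 9 groups. The authors trimmed reads with Trimmomatic, mapped them to mm10 with STAR, counted them with featureCounts and deposited the values as TPM in a single table of 29579 genes. For its heatmaps the paper used counts with variance stabilization by DESeq2, a step whose inputs are not in the table. The column sums were checked. The organoid and crypt columns differ in their sums, and neither reaches the fixed sum of TPM over the genes listed. Mitochondrial mt-Atp8 took 141990 TPM on average in crypts and 2.09 TPM in organoids. The sets may therefore have been quantified in different ways, which was not tested, and they were not compared by level. TPM does not keep the number of reads, so the depth of the libraries is unknown and no counting error is given. Libraries were grouped by the condition and the replicate number in their labels, and no library was left out.

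Values were transformed to log2(TPM + 1) in R 4.3.3. For each pair of organoid conditions, genes with a mean of at least 1 TPM over the libraries compared were tested with limma 3.58.1 (lmFit, then eBayes with trend and robust). Crypt groups entered one fit. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. Genes named in the text are those the paper names in its RNA-seq panels, screens and marker lists, and for 3 comparisons the 5 largest rises and 5 largest falls among called genes whose groups do not overlap, with predicted genes skipped. The injury-associated regenerative signature of Table S1 was scored per library as the mean of its upregulated genes minus the mean of its downregulated genes, and YAP target genes as the mean of those labelled in Fig. 4g and Fig. 5d. Scores were compared by two-sided exact permutation tests. In crypts, labels were exchanged within days. Gene sets were tested with fgsea 1.28.0 with its default of 1000 permutations and with limma's camera at an inter-gene correlation of 0.01. The interaction of VPA and EPZ6438 was tested by 100000 permutations of the residuals of the additive model for the score and by limma's interaction term for genes. Transcript lengths came from a GENCODE annotation of mm10, which matched 29574 of the genes.

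These choices, the comparisons and a list of alternatives were fixed before the data were examined. The alternatives were a pseudocount of 0.1, quantile normalization, scaling to the 75th percentile, a minimum mean of 5 TPM or none, no minimum fold change, eBayes without trend or robust, other sets of groups in the fit, the replicate number as a block, replicate numbers 1 to 3 only, leaving out single replicates, and variants of the scores and gene set tests. Added after seeing the data were the removal of mitochondrial genes, the removal of a trend of each library with transcript length, replicate numbers 4 to 6, 8C numbers 4 to 6 paired with omission replicates 1 to 3, crossed replicate numbers in crypts, a replicate block in the gene set tests and in the interaction of treatment and day, quantile normalization in that interaction, and 10000 permutations in fgsea. Pipelines were tested on simulated data with changes planted in 200 genes. For the comparison of 7 libraries with 7, 197 were recovered and 1 unchanged gene was called, for 3 against 7, 195 were recovered, and for 2 against 2 in the fit of crypts, 191 were recovered. The interaction tests recovered 187 for VPA and EPZ6438 and 146 for the treatment and the day. All planted changes were above the minimum of 2-fold. The simulated noise was independent between genes and between libraries, without library sets, a length trend or a shift from scaling. Recovery therefore does not cover these features, which moved the counts in the real data. Single-cell RNA-seq and ChIP-seq data were not used here, and published gene lists other than Table S1 were not analysed here.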

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

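Tests of replicate number 7, of lung markers at 3 and 5 dpi together, of the treatment as the source of lung RNA, of the causes of the difference between days, and of the pseudocount and library sets behind the interaction of VPA and EPZ6438 were chosen only after the result was seen.

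A library lay far from the others of its condition in 18 of the 91 groups of values tested, where chance would give 4.55. The gap to the nearest library, as a share of the whole range of the condition, was 0.580 for the YAP target score of ENR replicate 7, and for single genes of that library it was 0.576 (Areg), 0.938 (Ereg), 0.667 (Bex1), 0.734 (Olfm4) and 0.698 (Cfhr2). In 8C replicate 7 it was 0.700 (Ereg), 0.637 (Ldhb), 0.628 (Arxes2), 0.667 (Defa22), 0.677 (Defa5) and 0.723 (Defa30). Replicate 7 without VPA and EPZ6438 had 0.681 for Areg and 0.904 for Ereg. The remaining values were 0.652 for Tead1 and 0.627 for Olfm4 in replicate 4 without both compounds, 0.655 for Bex4 in ENR replicate 4 and 0.670 for Itm2a in ENR replicate 5. Replicate number 7 thus held 6 of these values in the 8C condition, 6 in the ENR condition and 2 without both compounds. Ereg was highest in number 7 in 4 of the 4 conditions that have this number. It was picked because it already stood out in 3 of them, so only the condition without EPZ6438, at 18.0 TPM, adds to the pattern. A difference that belongs to the mouse or the preparation behind number 7 is a candidate explanation. The design does not separate the mouse from the preparation, and no biological explanation was tested.

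A signal of the lung genes Sftpc and Scgb1a1, which the paper does not discuss, appeared in crypts of mice treated with VPA/EPZ6438 at 3 dpi, at 80.7 and 70.1 TPM for the sum of both genes. It was also present with treatment at 5 dpi, at 98.1 and 87.8 TPM, and the largest value in the other crypt libraries was 2.74 TPM. RNA from lung was tested with a list of 10 other lung marker genes. Of these, 1 was higher in both libraries of 3 dpi than in the 16 other crypt libraries, a test that the signal at 5 dpi works against. Taking the 4 treated libraries of 3 and 5 dpi together, 7 of the 10 markers were higher in each of them than in the 14 other libraries. The treatment itself was tested on the 3 other days, of which 1 (5 dpi) had both treated libraries above both vehicle libraries. RNA from lung is a candidate source, at a level of a few TPM for most markers, and it cannot be told apart from a response to treatment that begins at 3 dpi.

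In crypts, the effect of VPA/EPZ6438 differed between days for 189 of 10802 genes (limma F test of the interaction, Benjamini-Hochberg adjusted p under 0.05). With the trend of each library with transcript length removed, 2 genes were left. Without mitochondrial genes 2 were left, and with quantile normalization 2. The count was 41 with no filter, 1031 with a pseudocount of 0.1 and 327 with a replicate block. The mitochondrial share of the libraries, transcript length and the scaling to a fixed sum may each account for most of the 189. In this test a dependence of the treatment on the day cannot be told apart from them. Genes called for treatment at 1, 2, 3 and 5 dpi still numbered 0, 0, 3026 and 2 without mitochondrial genes. They numbered 0, 0, 1244 and 2 with quantile normalization and 0, 0, 721 and 2 with the length trend removed. Such counts by day do not test the interaction.

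The fall of the signature score after removal of both VPA and EPZ6438 was smaller than the falls after removal of each compound added together, by 0.352 (permutation test of the interaction, 27 libraries, p = 0.0495). The sign was positive for each of the 6 replicate numbers shared by the 4 conditions, with values between 0.125 and 0.430. With a pseudocount of 0.1 the interaction was 0.354 (permutation test, 27 libraries, p = 0.0722), so the pseudocount does not account for its size, though the p crossed the threshold. In z-scores of the log values it was 0.492 (permutation test, 27 libraries, p = 0.134). All of these are on log values, and untransformed values were not tested. With a replicate block it was 0.250 (exact permutation test, 6 replicate numbers, p = 0.0313), so a difference between library sets may account for part of its size and not for all of it. By gene, 82 of 12556 had an interaction in limma (Benjamini-Hochberg adjusted p under 0.05), and of 100 arrangements of the labels, 1, the actual one, gave as many, with at most 2 genes in the others. From -2.49 without both compounds, the score was -2.17 with VPA alone, -2.23 with EPZ6438 alone and -1.56 with both. The rise with both compounds was thus larger than the rises with each alone added together. This reading rests on the data in which the interaction was found, and whether the compounds act on the same genes was not tested. The log scale and the unknown depth of the libraries remain as explanations.

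The effect of VPA/EPZ6438 on the signature score was larger in the 8C medium than in the ENR medium by 0.676 (permutation test, 24 libraries, p = 0.0163). The ENR libraries with both compounds carry replicate numbers 1 to 3 only. Restricted to these numbers, the difference was 0.0224 (permutation test, 12 libraries, p = 0.877). In matched libraries the difference is thus near 0, and the library sets may account for it.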

How the results depend on the processing

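Alternatives are named in the processing summary, and for the changes below the cause was not tested unless stated. The signature score kept its direction under every alternative run for the 8C condition against the ENR condition (1.68 to 2.03) and for removal of both VPA and EPZ6438 (-1.26 to -0.57), and its adjusted p stayed under 0.05 except within sets of 3 replicates, where an exact permutation p cannot go below 0.1. Within replicate numbers 1 to 3 the differences were 1.87 for 8C against ENR, -0.57 without both compounds, -0.41 without VPA and -0.35 without EPZ6438, and within numbers 4 to 6 they were 1.80, -1.26, -0.77 and -0.79. YAP target scores in these sets were 1.28 and 2.02 for 8C against ENR and 0.34 and 1.24 for 8C against 8C without both compounds. With a replicate block, the score without VPA was lower by -0.59 (exact permutation test, 6 pairs, p = 0.0313, adjusted p = 0.0703). This is the smallest p that 6 pairs allow, so the lost call carries no information on the effect.

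Without a minimum fold change, 4440 genes were called for 8C against ENR, 2957 for 8C against 8C without both compounds, 1538 without VPA, 857 without EPZ6438 and 2552 for ENR with both compounds. With a minimum mean of 5 TPM, the same counts were 1137, 721, 402, 233 and 513. Without Pexmetinib this minimum gave 32. In crypts, no minimum fold change gave 1582 genes for treatment at 2 dpi and 5666 at 3 dpi, and 1378, 5711 and 2937 for vehicle against normal crypts at 1, 2 and 5 dpi. A minimum of 5 TPM gave 2277 and 1 for treatment at 3 and 5 dpi and 1119 for vehicle at 5 dpi. Quantile normalization moved the share of called genes that were higher from 91.7% to 75.5% for ENR with both compounds.

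Omission of GSK3iXV, Pexmetinib, bFGF or EGF gave counts that depended on the 8C libraries compared. A replicate block gave 732, 524, 576 and 93 genes and replicate numbers 1 to 3 gave 904, 797, 705 and 453. With 8C numbers 4 to 6, chosen after seeing the data, counts were 7 without GSK3iXV, 105 without Pexmetinib and 341 without EGF, and 89, 203 and 376 when these were also paired with numbers 1 to 3. All 10 groups in the fit gave 34, 106 and 133. Without GSK3iXV, 4 genes were called without trend or robust and 1 with quantile normalization. Without EGF, a pseudocount of 0.1 gave 37 genes and no filter 35. Without VPA, numbers 4 to 6 gave 1154. Fits that each left out one replicate gave 11 to 19 genes without EGF, 13 to 30 without Pexmetinib and 0 to 1 without bFGF (for which 713 genes had an unadjusted p under 0.05). The score without EGF, near 0, was -0.0227 with a pseudocount of 0.1, -0.13 in z-scores, -0.0470 against 8C numbers 4 to 6, paired or not, and -0.0259 to 0.0442 with a replicate left out. The score without Pexmetinib was 0.15 within numbers 1 to 3 and with a replicate block. Within numbers 1 to 3, the score was 0.22 without EGF and 0.29 without bFGF.

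In crypts, against vehicle, 0 genes were called at 1 dpi with the 75th percentile, quantile normalization, no mitochondrial genes, the length trend removed, no filter or only 2 groups in the fit (1424 genes had an unadjusted p under 0.05 as deposited). At 2 dpi, 0 were called with the first 4 of these (3965 as deposited had an unadjusted p under 0.05) and 20 with no filter. At 3 dpi, 1800 were called with the 75th percentile, 1244 with quantile normalization and 721 with the length trend removed. At 5 dpi, 8 were called with no filter and 5 with only 2 groups. For vehicle against normal crypts, the counts were 454, 2003 and 3020 at 1, 2 and 3 dpi with the 75th percentile. They were 1875 and 2666 at 2 and 3 dpi with quantile normalization and 1936 and 2403 with the length trend removed. At 1 dpi, 398 were called without mitochondrial genes and 142 with only 2 groups. The share of called genes that were higher in vehicle than in normal crypts at 3 dpi was 4.75% as deposited and 44.8% with quantile normalization, and the median log2 change of all genes was -1.03 and 0.00. At 1, 2 and 5 dpi it was 20.7%, 14.8% and 64.6% as deposited and 63.7%, 55.7% and 46.5% with quantile normalization.

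The YAP target score in crypts over all days was 0.19 with the 75th percentile, 0.07 with quantile normalization and -0.0390 with the length trend removed, and 0.34 to 0.49 with a mouse left out. At 1 dpi it was -0.0461, -0.13 and -0.22 with these scalings, and at 2 dpi -0.0075 with quantile normalization and -0.0851 with the length trend removed. With a mouse left out at 1 dpi it ranged from -0.17 to 0.43, so its sign there depends on single mice. At 3 dpi, Anxa6 was at -0.0151, -0.49 and -0.18, and with the length trend removed Tead1 was at -0.18 and Amotl2 at -0.33. Genes whose treatment effect differed between days numbered 41 with no filter, 1031 with a pseudocount of 0.1, 327 with a replicate block and 2 with each of quantile normalization, no mitochondrial genes and the length trend removed. Fits that leave out a mouse were not run for counts of genes in crypts, since 1 mouse would be left in a group. A replicate block gave 20, 988, 3429 and 2 genes for treatment at 1, 2, 3 and 5 dpi and 801, 3328, 5816 and 1737 for vehicle against normal. Same-numbered libraries correlated at -0.0728 and 0.0907 for treatment at 2 and 3 dpi and at -0.0407 for vehicle at 5 dpi, which is too little for the block to be preferred, and at -0.185, -0.153 and 0.203 for vehicle at 1, 2 and 3 dpi. With the numbers crossed, the first of these gave 832 and 3343.

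Among gene set tests, the upregulated genes without both compounds, at -1.39, passed the threshold when ranked by fold change (-1.60), with no filter (-1.43), with a replicate block (-1.58) and with 10000 permutations (-1.38), with adjusted p from 0.00203 to 0.0480. With correlation estimated from the data, camera gave p = 0.438 for upregulated genes in 8C against ENR and 0.347 and 0.230 for upregulated and downregulated genes without both compounds. Interactions of VPA and EPZ6438 numbered 172 with no filter, 50 with a pseudocount of 0.1 and 218 with a replicate block, and that of the score was 0.35 with a pseudocount of 0.1 (permutation test, 27 libraries, p = 0.0722) and 0.49 in z-scores (permutation test, 27 libraries, p = 0.134).

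Named genes that changed sign within replicate numbers 1 to 3 were Areg in 8C against ENR (-0.00668), and Areg (-0.61) and Sprr1a (-0.56) in 8C against 8C without both compounds. Ajuba was at -0.42 there within numbers 4 to 6. Ly6a in ENR with both compounds was at 0.59 within numbers 1 to 3 and with a replicate block. By adjusted p alone, 34 other results for named genes became weaker, 18 became stronger and 876 stayed on the same side of the threshold. The minimum fold change did not enter these labels. A call lost only because the change fell under that minimum is therefore not among the weaker results. Reg3b in 8C against ENR within replicate numbers 1 to 3 is an example. The unknown depth limits the weakly expressed genes, for which the spread between replicates is the only measure of precision.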

Differences from the paper's values

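The paper's legend gives 3 mice for Fig. 1f, while 7 replicates each of the 8C and ENR conditions were analysed. For Fig. 3a the paper's number is also 3, against 7 replicates of the 8C, ENR, minus EPZ6438 and minus VPA/EPZ6438 conditions and 6 of the minus VPA condition. Restricting the conditions to replicate numbers 1 to 3, an alternative set before the data were examined, gives 3 in each.

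The paper describes the regenerative signature as significantly decreased without VPA and EPZ6438. The score fell by 0.93 and passed the threshold, and so did the enrichment of the downregulated genes at 2.12, while the normalized enrichment score of the upregulated genes, -1.39, had an adjusted p of 0.0516. Ranked by log2 fold change it was -1.60 (adjusted p = 0.00203) and with no filter -1.43 (adjusted p = 0.0372). With a replicate block (-1.58, adjusted p = 0.00569) and with 10000 permutations (-1.38, adjusted p = 0.0480), both chosen after seeing the values, it also passed.

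The paper describes targets of YAP signaling as upregulated in Hyper-organoids relative to organoids without VPA and EPZ6438. The mean of the 8 genes followed here was higher by 0.88, with 3 of them called. Areg (1.22) and Ereg (0.80) were not called, and Ajuba (0.077), Tead1 (-0.10) and Amotl2 (-0.51) differed by less than the threshold. Areg was called with all 10 groups in the fit (limma with Benjamini-Hochberg adjustment, adjusted p = 0.0341) and, among settings chosen after seeing the values, within replicate numbers 4 to 6 at 3.04 (limma, adjusted p = 4.9e-06). With a replicate block the adjusted p of Ereg was 0.0295 (limma), at a change under 2-fold.

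The paper describes the YAP genes of Fig. 5d as rising over time with VPA/EPZ6438 treatment. Their mean difference from vehicle was 0.13, 0.42 and 0.89 at 1, 2 and 3 dpi and 0.21 at 5 dpi. Under the other settings run, the difference at 3 dpi lay between 0.063 and 1.48. At 3 dpi, Amotl2 (0.68) and Anxa6 (0.53) were not called, and no setting run called them higher.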

Other observations

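Tests of whether the omission libraries come from other animals than the 8C libraries of the same number, and of the causes of the shift at 3 dpi, were chosen only after the result was seen.

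Splits of the same libraries were compared with the actual conditions. Only splits that exchange whole same-numbered libraries were counted. Of 64 splits, 1, the actual one, gave as many differentially expressed genes for 8C against ENR (largest of the others 1124, from the exchange of number 7), 8C against 8C without VPA and EPZ6438 (589), without VPA (372) and without EPZ6438 (3). Of the 8 splits for ENR with both compounds, 1 gave as many (largest other 99), but 8 splits cannot give a share under 0.05. For gene sets, the splits gave a less clear picture. A normalized enrichment score as large as the actual one came from 35 and 19 of the 64 splits for the upregulated and downregulated genes in 8C against ENR, and from 38 and 15 for 8C without both compounds. For camera's p, the counts were 28 and 11 and then 26 and 18. A split that exchanges few or most of the pairs keeps much of the actual ranking or its reverse, and a normalized score ignores the size of the change. These counts therefore cannot decide whether the enrichment belongs to the conditions. Signature genes that vary together between mice could also give large scores in other splits. The score, tested by permutation of libraries, does not have this limit. It does not ask whether signature genes changed more than other genes.

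For the omission conditions with 3 replicates, as many genes as in the actual comparison came from 2 of 8 splits without Pexmetinib (largest other 630), 2 of 8 without bFGF (725) and 2 of 8 without EGF (306). Without GSK3iXV it was 8 of 8 (largest 800), which tests nothing, since the actual count is 0. The split with the most genes exchanges numbers 1, 2 and 3 together and so sets 8C replicates 1 to 3 against the rest. These splits exchange libraries of the same number, and 8 of them cannot give a share under 0.05. A difference between the 8C library sets was tested, and 715 genes differed between 8C replicates 1 to 3 and 4 to 6, with 1 of 10 splits giving as many (largest other 8), a design that cannot give a share under 0.05. Of 904 genes called without GSK3iXV against 8C replicates 1 to 3, 547 were among these 715, and 546 of them had the opposite sign, as a shared 8C group in both differences also brings about. Sex-linked genes were compared as well. The 12 omission libraries matched the 8C library of the same number in 8 cases and the 8C library with a number higher by 3 in all 12, while 29 of 30 libraries of the other conditions matched the same number. Across genes, omission libraries without GSK3iXV, Pexmetinib, bFGF and EGF correlated at 0.237, 0.210, 0.231 and 0.0902 with the 8C library whose number is higher by 3, and at -0.145, -0.0404, -0.0781 and -0.185 with that of the same number. Both comparisons point to omission replicates 1 to 3 that were made with 8C replicates 4 to 6. So does the order of the deposited columns, in which omission replicates 1 to 3 stand beside 8C replicates 4 to 6 in turn. In that case a replicate block by the same number rests on the wrong pairs. Counts against 8C replicates 1 to 3 would then also hold the difference between the library sets.

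At 3 dpi, 3418 of the 3424 genes called in crypts were higher with VPA/EPZ6438. Without mitochondrial genes, the median log2 fold change of all genes was 0.561 instead of 0.69, and 3026 genes were called. The share of these genes may thus account for part of the shift but not for most of it. Fold changes correlated with transcript length across genes, with a Spearman's rho of 0.484. After quantile normalization, 36.3% as many genes were called, 888 of them among the 3424. Of the 1244 calls, 883 were higher and 361 lower, and the median log2 fold change of all genes was -0.053. Quantile normalization makes the distributions of the libraries equal, so a median near 0 follows from it, and the values do not show whether the scaling to a fixed sum brought about the common direction. For the 5 YAP genes, the median fold change at 3 dpi lay at percentile 77.2 of random lists matched on expression and at percentile 76.1 of lists matched on expression and length, a position that chance lists often reach. Length-dependent recovery of RNA may therefore account for part of the shift, and the rise of the YAP genes cannot be told apart from it. Xist, a long RNA, was at 0.221 and 0.0713 TPM in vehicle crypts at 3 dpi and at 8.91 and 5.13 TPM with treatment, values picked out after they were seen. Vehicle replicate 2 was also low, at 0.231 TPM at 1 dpi and 0.477 TPM at 2 dpi, against 8.73 and 2.06 TPM in replicate 1. Vehicle crypts at 5 dpi had 4.34 and 3.35 TPM. Low Xist was thus not specific to 3 dpi.

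Irradiation itself, which the text does not report for bulk RNA-seq, changed 747, 3322, 5814 and 1711 genes in vehicle crypts at 1, 2, 3 and 5 dpi against normal crypts, with 155, 492, 276 and 1105 of them higher. With 2 mice per group, chance gives no overlap for 33.3% of genes. Anxa1 rose by 6.09, Ly6a by 4.89, Clu by 3.81 and Sprr1a by 3.50 at 3 dpi on the log2 scale, with no overlap between mice (limma with Benjamini-Hochberg adjustment, adjusted p between 1.3e-08 and 4.7e-06). The signature score was -1.80 ± 0.274 in normal crypts (SD, n = 2). At 1, 2, 3 and 5 dpi it was -1.94 ± 0.514, -0.972 ± 0.213, 0.588 ± 0.291 and -0.723 ± 0.737 with vehicle and -1.99 ± 0.438, -0.889 ± 0.0522, 1.70 ± 0.140 and -1.11 ± 0.414 with VPA/EPZ6438 (SD, n = 2). Over the 4 days, treatment changed it by 0.19 (exact permutation test within days, 8 mice against 8, p = 0.424).

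The change from ENR to 8C was compared with the change from normal to vehicle crypts at 3 dpi across 10169 genes, which are not independent of each other. Spearman's rho was 0.391, and 11 of 64 splits of the organoid libraries gave a correlation as large. At 1, 2 and 5 dpi, rho was 0.121, 0.230 and 0.0425, with 34, 27 and 50 of 64 splits as large. A split that exchanges few or most of the pairs keeps much of the actual change or its reverse. A rank correlation does not depend on the size of that change. These splits therefore cannot decide whether the resemblance belongs to the medium.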
